# PCGF5 is required for neural differentiation of embryonic stem cells

**DOI:** 10.1038/s41467-018-03781-0

**Published:** 2018-05-15

**Authors:** Mingze Yao, Xueke Zhou, Jiajian Zhou, Shixin Gong, Gongcheng Hu, Jiao Li, Kaimeng Huang, Ping Lai, Guang Shi, Andrew P. Hutchins, Hao Sun, Huating Wang, Hongjie Yao

## Abstract

Polycomb repressive complex 1 (PRC1) is an important regulator of gene expression and development. PRC1 contains the E3 ligases RING1A/B, which monoubiquitinate lysine 119 at histone H2A (H2AK119ub1), and has been sub-classified into six major complexes based on the presence of a PCGF subunit. Here, we report that PCGF5, one of six PCGF paralogs, is an important requirement in the differentiation of mouse embryonic stem cells (mESCs) towards a neural cell fate. Although PCGF5 is not required for mESC self-renewal, its loss blocks mESC neural differentiation by activating the SMAD2/TGF-β signaling pathway. PCGF5 loss-of-function impairs the reduction of H2AK119ub1 and H3K27me3 around neural specific genes and keeps them repressed. Our results suggest that PCGF5 might function as both a repressor for SMAD2/TGF-β signaling pathway and a facilitator for neural differentiation. Together, our findings reveal a critical context-specific function for PCGF5 in directing PRC1 to control cell fate.

## Abstract (web summary)

Polycomb-group proteins are key regulators of transcriptional programs that maintain cell identity. Here the authors provide evidence that PCGF5, a subunit of Polycomb Repressor Complex 1, is important for the differentiation of mouse embryonic stem cells towards a neural cell fate.

## Introduction

Polycomb repressive complexes (PRCs) have been classified into two major complexes, named PRC1 and PRC2, based on their composition as well as their enzymatic activity toward specific histone residues. PRC2 complex catalyzes histone H3 lysine 27 tri-methylation (H3K27me3) through its core components EZH1/EZH2, EED and SUZ12. PRC1, conversely, contains the core ubiquitin ligase RING1A/B protein, which catalyzes H2AK119ub1, and promotes chromatin compaction and gene suppression^1^. Recent evidence has suggested that H2AK119ub1 may not strictly lead to transcriptional repression, at least during certain stages of development^2,3^.

PRC1 can be divided into six major groups defined by their six different PCGF subunits (PCGF1, PCGF2, PCGF3, PCGF4, PCGF5 and PCGF6)^4^. It has been suggested that PRC1 is recruited in a hierarchical manner to sites with pre-existing PRC2 activity and H3K27me3. However, H3K27me3-binding CBX proteins are limited to canonical PRC1 complexes containing either PCGF2 or PCGF4^4^, while all PCGF proteins interact with RYBP/YAF2 to form noncanonical PRC1 complexes without CBX proteins^4–6^. De novo recruitment of the noncanonical PRC1 complexes (PCGF1, PCGF3  and PCGF5) results in the formation of a polycomb domain containing PRC2 and H3K27me3^7^. In addition, PCGF5-PRC1-AUTS2 activates gene expression in the mouse central nervous system, suggesting PCGF5 may also play a role in gene activation in a context-dependent manner except the repressive function by PRC1^8^.

In this study, we find that PCGF5 is highly expressed and is required for the differentiation of mESCs towards a neural cell fate. Although PCGF5 is not required for mESC self-renewal, its loss blocks neural differentiation by activating SMAD2 phosphorylation and the TGF-β signaling pathway. Small molecule-mediated inhibition of TGF-β signaling pathway or overexpression of PCGF5 can rescue the capability of mESCs to differentiate towards a neural cell fate. PCGF5 executes these effects by promoting histone H2AK119ub1 both in vitro and in vivo in a RING1B-dependent manner. PCGF5 loss-of-function results in reductions of H2AK119ub1 and H3K27me3 at the promoters of TGF-β target genes (such as *Nodal, Lefty1, Lefty2*), upregulation of pSMAD2, during neural differentiation, leading to dysfunction of TGF-β signaling pathway, and a consequent blockage towards a neural cell fate. On the other hand, loss of PCGF5 results in higher levels of H2AK119ub1 and H3K27me3 around neural specific genes and keeps these genes repressed. PCGF5 is not only recruited to repressed genes, but also binds to active genes during neural differentiation, suggesting PCGF5 may function as both a repressor for SMAD2**/**TGF-β signaling pathway and a facilitator for neural differentiation. Taken together, this study reveals a critical context-specific function and mechanism for PCGF5-PRC1 in controlling neural differentiation of mESCs.

## Results

### PCGF5 is highly expressed in neural stem cells

By screening epigenetic factors that are important for neural differentiation of human ESCs (hESCs) from an expression array analysis, we identified *TET2*, *PCGF4* and *PCGF5* as upregulated in human neural stem cells compared with hESCs (Fig. 1a). TET2 has already been reported to play an important role in differentiation to neuroectoderm^9^ and BMI1 (PCGF4) is required for the self-renewal of neural stem cells in the nervous systems in mouse^10^. Therefore, we focused on studying the role of PCGF5 in hESCs and mESCs during neural differentiation, reasoning that PCGF5 might be important in mediating ESC neural differentiation. We induced differentiation of both hESCs and mESCs toward a neural cell fate and confirmed the upregulation of *Pcgf5* (Supplementary Fig. 1a–e). Due to the time-consuming nature of neural differentiation in hESCs (Supplementary Fig. 1a, b), we decided to use the faster mESCs as a model system to investigate PCGF5 function in neural differentiation.

**Fig. 1:**
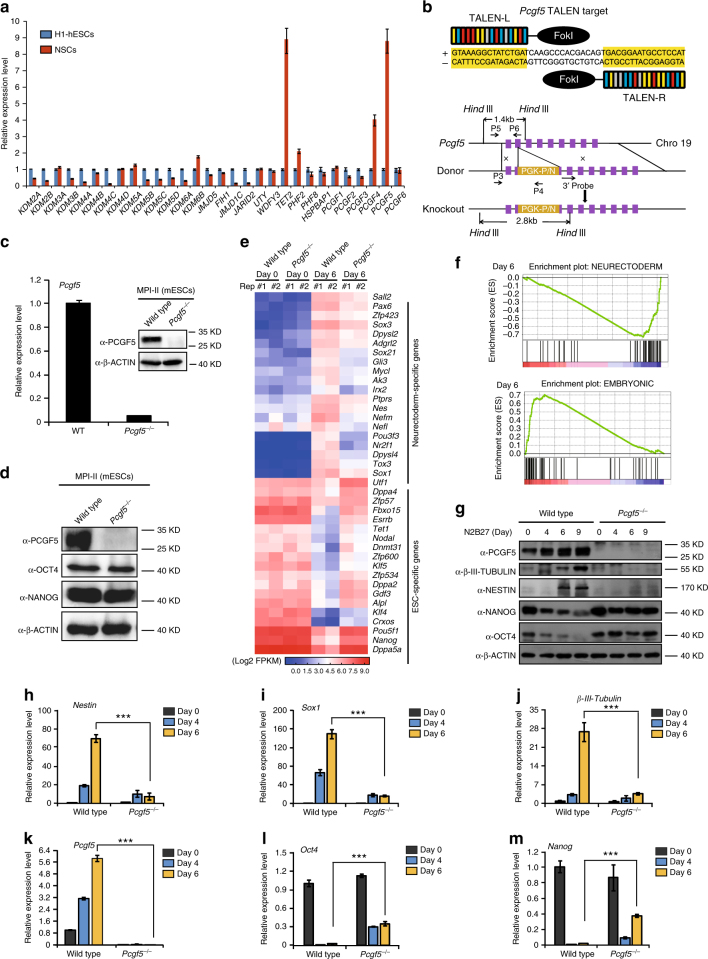
PCGF5 loss-of-function blocks mESC neural differentiation. **a** Gene expression analysis of epigenetic factors in human embryonic stem cells (H1) and human neural stem cells (NSCs), respectively (*n* = 3). Results are shown relative to H1. **b** Schematic overview depicting the targeting strategy for the *Pcgf5* locus using TALENs (PGK/PN: donor indicates that containing a loxP-flanked PGK-puromycin cassette and loxp-flanked PGK-neomycin cassette. PGK human phophoglycerol kinase promoter, P puromycin resistance gene, N neomycin resistance gene). **c** Western blot and qRT-PCR analysis of PCGF5 expression in wild type and *Pcgf5*^*−/−*^ mESCs. Results are shown relative to wild type (*n* = 3). **d** Western blot analysis of PCGF5, NANOG and OCT4 expression in wild type and *Pcgf5*^*−/−*^ mESCs. **e** Heatmap illustrating the expression of selected neurectoderm genes and mESC-specific genes that were shown as log2 FPKM in wild type and *Pcgf5*^*−/−*^ mESCs at day 6 after neural differentiation. Each lane corresponds to an independent biological sample. **f** GSEA profiles of the sets of neurectoderm genes and mESC-specific genes. **g** Western blot analysis of PCGF5, pluripotent markers (OCT4, NANOG), neural markers (NESTIN, β-III-TUBULIN) in wild type and *Pcgf5*^*−/−*^ mESCs during neural differentiation of mESCs. **h**–**m** Gene expression analysis of *Nestin*, *Sox1*, *β-III-tubulin*, *Pcgf5*, *Oct4*, *Nanog*, in wild type and *Pcgf5*^*−/−*^ mESCs during neural differentiation of mESCs (*n* = 3). Results are shown relative to wild type at day 0. Data in **a**, **c**, **h**–**m** are represented as mean values ± s.d. with the indicated significance from Student’s *t*-test (***p < 0.001)

### PCGF5 is dispensable for mESC self-renewal

To understand PCGF5 function in mESC pluripotency and differentiation, we knocked out the *Pcgf5* gene in mESCs using the transcription activator-like nucleases (TALEN) targeting the second exon of *Pcgf5* (Fig. 1b). 

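*Pcgf5* lies on chromosome 19 of the mouse genome (build NCBIM37, mm9) from 36453557 to 36530682. A TALEN pair binds a left and a right half-site and opens the DNA in the spacer between them. The target shown in Fig. 1b was matched to the genome sequence. It is 47 bp long and spans 36486676 to 36486722. The left half-site GTAAAGGCTATCTGAT lies from 36486676 to 36486691, the spacer CAAGCCCACGACAGT from 36486692 to 36486706 and the right half-site GACGGAATGCCTCCAT from 36486707 to 36486722. With 30 bases on each side, from 36486646 to 36486752, the reference sequence is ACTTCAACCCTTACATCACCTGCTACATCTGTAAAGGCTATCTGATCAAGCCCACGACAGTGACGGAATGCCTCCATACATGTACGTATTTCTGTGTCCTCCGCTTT. The target lies wholly within exon 2, which spans 36486446 to 36486726, in coding sequence and not in a UTR. The coding sequence starts at 36486615, so that 61 coding bases precede the target and it begins in codon 21. This holds for both annotated transcripts that contain the target, one with 10 exons and 256 codons and the other with 9 exons and 236 codons.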

The cells were double selected by puromycin/G418 and single colonies were picked and cultured for further analysis. *Pcgf5* knockout in mESCs was verified by qRT-PCR, Western blot, genomic PCR and Southern blot (Fig. 1c and Supplementary Fig. 1f, g).

Loss of PCGF5 in mESCs did not impact the protein level of pluripotency markers OCT4 and NANOG (Fig. 1d), did not alter mESC proliferation (Supplementary Fig. 1h, i) nor affect the expression of a panel of pluripotency genes (Supplementary Fig. 1j, k). Therefore, we conclude that PCGF5 is not required for mESC self-renewal, which is consistent with the lower expression of *Pcgf5* in undifferentiated ESCs than neural stem cells.

### PCGF5 loss-of-function blocks mESC neural differentiation

We next induced mESCs to differentiate towards a neural fate by using N2B27 medium^11^ to investigate the function of PCGF5 during neural differentiation of mESCs. To monitor the dynamic changes of gene expression during neural differentiation of mESCs upon PCGF5 loss-of-function, we performed RNA-sequencing (RNA-seq) experiments at day 0 and day 6 after neural differentiation with both wild type and *Pcgf5*^*−/−*^ mESCs. 

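RNA was sequenced from 8 samples, 2 of wild type and 2 of *Pcgf5*-/- cells at day 0 and again at day 6 in N2B27, a serum-free medium in which mESCs turn into neural cells. The authors trimmed the paired-end reads, removed identical duplicate reads, aligned the rest to mm9 with TopHat2 and computed FPKM (fragments per kilobase of exon, scaled to the mapped fragments of the library) with cufflinks. The deposited files list 24849 genes with the FPKM of each sample. Supplementary Data 1 gives 13756613 and 16612426 aligned fragments for the wild-type samples of day 0, and 15178657 and 14939659 for the *Pcgf5*-/- samples. At day 6 the aligned fragments were 17774493 and 15948506 for wild type and 16634275 and 13771447 for *Pcgf5*-/- cells. FPKM values are already scaled for library size and gene length, and they were analysed as log2(FPKM + 1). A gene was tested if its mean FPKM was over 1 in at least one of the 4 conditions, which left 13214 genes. Adding 1 makes the fold change of a weakly expressed gene smaller than the ratio of its FPKM values. Differences were tested with limma in a fit of all 8 samples, and p-values were adjusted by the Benjamini-Hochberg method.

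*Pcgf5* itself had an FPKM of 4.40 ± 1.09 (SD, n = 2) in wild type and 1.56 ± 0.395 (SD, n = 2) in *Pcgf5*-/- cells at day 0. At day 6 it had 7.11 ± 2.90 (SD, n = 2) in wild type and 0.563 ± 0.150 (SD, n = 2) in *Pcgf5*-/- cells. The single samples had 5.18 and 3.63 FPKM in wild type and 1.28 and 1.84 FPKM in *Pcgf5*-/- cells at day 0, then 9.16 and 5.06 FPKM in wild type and 0.669 and 0.457 FPKM in *Pcgf5*-/- cells at day 6. The log2 fold change was -2.33 at day 6 (standard error 0.28, limma adjusted p = 0.00421). At day 0 it was -1.07 (standard error 0.28, limma adjusted p = 0.105), not past 0.05, although both *Pcgf5*-/- samples lay below both wild-type samples. A pseudocount of 0.01 moved the value of day 6 most, to -3.60.

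Samples of one condition correlated across the tested genes at Pearson r = 0.972 to 0.974, where genes are not independent replicates. Samples of different genotypes correlated at 0.962 to 0.974 at day 0, up to the level of replicates, and at 0.913 to 0.950 at day 6. The first principal component held 67.9% of the variance and separated day 0 from day 6. The labels number the replicates 1 and 2 in each condition, and the paper's methods compute fold changes in paired samples. Whether the numbers pair the samples was checked by correlating the differences between replicates 1 and 2. The correlation between the genotypes was 0.39 at day 6 and 0.10 at day 0, and between -0.08 and -0.02 for conditions of different days. With the replicate number as a block in the limma fit, the pairing taken from the labels, 2410 genes differed between the genotypes at day 6 against 2197 without the block, and 1 gene differed at day 0 against 44. With a block of its own for each day, a fit added after the other results had been seen, 3235 genes differed at day 6 and 282 at day 0. The genes of chromosomes 6 and 11 had median log2 fold changes of 0.41 and 0.48 between *Pcgf5*-/- and wild-type cells at day 0 and of 0.37 and 0.38 at day 6. Chromosome Y, with 5 tested genes, was not considered. The medians of the other autosomes and chromosome X lay between 0.04 and 0.12 at day 0 and between -0.06 and 0.03 at day 6.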

Although loss of *Pcgf5* did not affect the pluripotency cell state, 189 genes were significantly differentially regulated (>3-fold) in *Pcgf5*^*−/−*^ mESCs compared with control mESCs (Supplementary Data 1). 

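The genes of Supplementary Data 1 follow a rule on the mean FPKM of the 2 samples per condition. The log2 ratio of the means, with 0.01 added to both, is at least that of a 3-fold change (rounded to 2 decimals), and the mean is over 1 FPKM in at least one genotype. Applied to the deposited FPKM values of day 0, this rule gave 133 genes higher and 60 genes lower in *Pcgf5*-/- mESCs, 193 in all. The paper's reported value is 189, and its list holds 128 higher and 61 lower genes, of which 126 and 60 were found by the rule. At 1.5-fold, the value in the paper's methods, 1946 genes were higher and 515 lower. This alternative moved the number of higher genes most, and leaving out the FPKM minimum moved that of lower genes most, to 710. The rule does not look at the spread between replicates. In 106 of the higher and 51 of the lower genes, both samples of one genotype lay beyond both of the other. Between the 2 samples of a single condition, the same rule gave 337 genes in wild type and 341 in *Pcgf5*-/- cells at day 0, although a comparison of single samples is noisier than one of means. Single *Pcgf5*-/- samples set against single wild-type samples differed in 188 to 634 genes.

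With limma, 44 genes had an adjusted p-value under 0.05 at day 0, 38 higher and 6 lower in *Pcgf5*-/- cells, and 2294 genes had an unadjusted p-value under 0.05. Among the genes of the fold rule, 11 higher and 4 lower genes passed this test. The number depended on the fit. With only the samples of day 0 in the fit it was 0, where 2019 genes had an unadjusted p-value under 0.05, and with only genes of a mean FPKM over 5 it was 102. Of the 44 genes, 24 lie on chromosomes 6 and 11, which hold 13.1% of the tested genes, and all of these were higher in *Pcgf5*-/- cells. Single genes are named here among those past 0.05 with a locus of at least 300 bp whose samples of one genotype both lay beyond both of the other. The largest fall was that of *Ephx2* (chromosome 14, 66703209 to 66743359), with 15.4 ± 1.77 FPKM in wild type and 2.17 ± 0.527 FPKM in *Pcgf5*-/- mESCs (SD, n = 2 each) and a log2 fold change of -2.38 (standard error 0.22, limma adjusted p = 0.0261). *Trpm1* (chromosome 7, 71298721 to 71414645) followed with -2.01 (standard error 0.27, limma adjusted p = 0.0472). *Zfp445* and *Kif15* on chromosome 9 had log2 fold changes of -1.36 and -1.01 (limma adjusted p = 0.0475 and 0.0472). The largest rise was that of the histone gene *Hist1h3c* on chromosome 13, with 1.91 (standard error 0.23, limma adjusted p = 0.0472). All of the 5 largest rises were those of histone genes on this chromosome, down to 1.59 for *Hist1h2bk*. They belong to families of near-identical genes that can share reads, so their values are uncertain. The cause of this joint rise was not tested. Of *Ephx2*, *Trpm1*, *Zfp445*, *Kif15* and *Hist1h3c*, none stayed past 0.05 with one replicate block for both days. The same held with only the samples of day 0 in the fit. All of them stayed past it with a block of its own for each day.

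None of *Pou5f1*, *Nanog*, *Sox2* and *Klf4* passed 0.05 at day 0. *Pou5f1* (chromosome 17) had 353 ± 29.2 FPKM in wild type and 345 ± 8.41 FPKM in *Pcgf5*-/- mESCs (SD, n = 2 each), a log2 fold change of -0.03 (standard error 0.35, limma adjusted p = 0.984). *Nanog* (chromosome 6) had 298 ± 11.5 and 363 ± 39.6 FPKM, a log2 fold change of 0.28 (standard error 0.26, limma adjusted p = 0.628). *Sox2* changed by -0.08 and *Klf4* by 0.46 on the log2 scale (limma adjusted p = 0.745 and 0.465). The 19 mESC genes of Fig. 1e had a median log2 fold change of -0.03 at day 0, with 9 higher and 10 lower.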

In day 6 neural-differentiated mESCs, RNA-seq results indicated a more substantial change, as 579 genes were significantly upregulated and 341 genes were downregulated by PCGF5 loss-of-function at day 6 after neural differentiation (Supplementary Data 1). 

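With the rule of Supplementary Data 1 on the mean FPKM values, 583 genes were at least 3-fold higher and 345 genes at least 3-fold lower in *Pcgf5*-/- cells at day 6. The paper's reported values are 579 and 341, and 578 and 341 of its listed genes were found by the rule. Both samples of one genotype lay beyond both of the other in 571 of the higher genes (97.9%) and 316 of the lower genes (91.6%). Between the 2 samples of a single condition of day 6, the rule gave 272 genes in wild type and 143 in *Pcgf5*-/- cells, while single *Pcgf5*-/- samples set against single wild-type samples differed in 778 to 1444 genes. The fold threshold moved the numbers most: at 1.5-fold 2041 genes were higher and 2052 lower. On chromosomes 6 and 11 lie 113 of the higher and 16 of the lower genes.

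By limma, 2197 genes had an adjusted p-value under 0.05 at day 6, 1265 higher and 932 lower, including 470 of the genes 3-fold higher and 250 of those 3-fold lower. With the replicate number as a block the total was 2410, with a block of its own for each day 3235, and without the genes of chromosomes 6 and 11 it was 1640. At day 0 the same test gave 44 genes. The difference of the genotype effect between the days was tested as the interaction in the limma fit, and 408 genes had an adjusted p-value under 0.05 for it. By the criteria used for day 0, the largest fall at day 6 was that of *Nr2f1* (chromosome 13, 78328236 to 78338243), with 32.3 ± 8.17 FPKM in wild type and 4.11 ± 1.72 FPKM in *Pcgf5*-/- cells (SD, n = 2 each) and a log2 fold change of -2.72 (standard error 0.27, limma adjusted p = 0.00377). *Agtr1a*, *Pax3*, *Pantr1* and *Ednrb* followed with log2 fold changes of -2.58, -2.54, -2.51 and -2.47 (limma adjusted p = 0.00473, 0.00377, 0.00311 and 0.00258). The largest rises were those of *Zbp1* and *Cyct* on chromosome 2, *Tuba3a* and *Gdf3* on chromosome 6 and *Smc1b* on chromosome 15, with log2 fold changes of 2.91, 2.61, 2.77, 2.60 and 2.58 in this order (limma adjusted p = 0.0110, 0.00421, 0.00421, 0.00758 and 0.00852). *Zbp1* had a wide spread, with 16.1 ± 11.3 FPKM in *Pcgf5*-/- and 1.18 ± 1.22 FPKM in wild-type cells (SD, n = 2 each). From the numbers of genes, the paper states that the change at day 6 was more substantial than that in undifferentiated mESCs.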

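The 20 neurectoderm genes shown in Fig. 1e were all lower in *Pcgf5*-/- cells at day 6, and 17 of them had a limma adjusted p-value under 0.05. Their median log2 fold change was -1.29, below all of 10000 random lists of as many genes matched on mean expression, 95% of which had medians between -0.23 and 0.22. Limma's camera test, adjusted over the 4 lists taken from the paper, gave an adjusted p-value of 1.2e-14 for this list. The 19 mESC genes of the panel were all higher, 18 of them with an adjusted p-value under 0.05, and their median of 1.82 lay above all random lists, with a camera adjusted p-value of 1.1e-13. The authors selected these genes for display. Camera assumed little correlation between genes, so its p-values can be too small for genes that move together. Leaving out each sample of day 6 in turn, the medians stayed between -1.34 and -1.20 for the neurectoderm genes and between 1.32 and 2.38 for the mESC genes. With the replicate number as a block the camera adjusted p-values were 6.7e-14 and 2.8e-13. The medians stayed at -1.29 and 1.82, which a block cannot change, since each condition has 1 sample per replicate number. Without the genes of chromosomes 6 and 11 the medians were -1.29 and 1.71.

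At day 0 the medians were 0.13 for the neurectoderm genes and -0.03 for the mESC genes. From day 0 to day 6 the neurectoderm genes rose by a median of 3.84 on the log2 scale in wild type and 2.14 in *Pcgf5*-/- cells. The mESC genes changed by a median of -2.57 in wild type and -0.65 in *Pcgf5*-/- cells. Among the neurectoderm genes *Nes* had 60.3 ± 2.88 FPKM in wild type and 22.0 ± 2.83 FPKM in *Pcgf5*-/- cells at day 6 (SD, n = 2 each), a log2 fold change of -1.42 (standard error 0.16, limma adjusted p = 0.00393). *Pax6* changed by -1.15 and *Zfp423* by -0.53 on the log2 scale (limma adjusted p = 0.0114 and 0.124), and *Zfp423* was not past 0.05 with the replicate block either. Among the mESC genes *Esrrb* (chromosome 12) had 6.61 ± 1.64 and 38.7 ± 4.18 FPKM, a log2 fold change of 2.40 (standard error 0.16, limma adjusted p = 0.00215). *Klf4* changed by 1.28 and *Dnmt3l* by 2.09 (limma adjusted p = 0.0229 and 0.0757). *Dnmt3l* passed 0.05 with the replicate block (limma adjusted p = 0.0219, and 0.0120 with a block for each day). Its size depended on the samples, from 0.97 to 3.22 with each sample of day 6 left out in turn. *Cdh2* and *Sox2*, which the paper names, are not in the lists taken from Fig. 1e. *Cdh2* changed by -1.32 (limma adjusted p = 0.0319). *Sox2* had 99.9 ± 2.28 and 123 ± 2.58 FPKM, a log2 fold change of 0.30 that was not past 0.05 (limma adjusted p = 0.0901, and 0.0832 with the replicate block).

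Marker lists that were not taken from the paper were tested as well. 26 neural progenitor markers had a median log2 fold change of -1.13 at day 6, with 20 genes lower and 14 of these past 0.05. 24 neuron markers had -0.89, with 23 lower and 10 past 0.05. 20 naive pluripotency markers had 1.85, with 18 higher and 15 of these past 0.05. Of the 2 lower markers 1 was past it, *Jam2* with -0.81 (limma adjusted p = 0.0123). The camera p-values of limma adjusted over 8 such lists were 2.6e-06, 7.2e-08 and 5.2e-09.

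**Figure D1:**
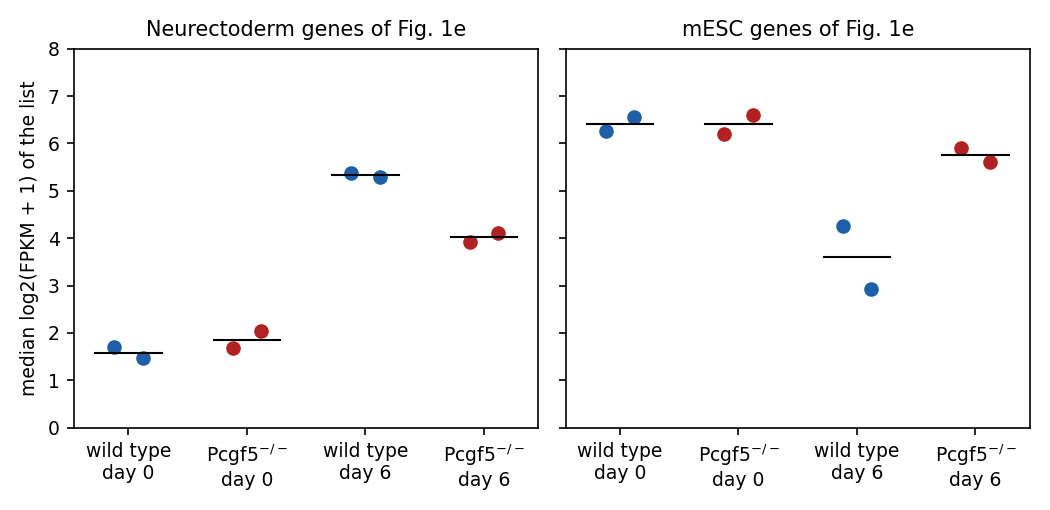
Median log2(FPKM + 1) of the neurectoderm genes (left) and mESC genes (right) of Fig. 1e in each sample, with wild type in blue, *Pcgf5*-/- in red and a line at the mean of the 2 samples. At day 6 the medians of the neurectoderm genes were 5.37 and 5.28 in wild type and 3.93 and 4.11 in *Pcgf5*-/- samples, and those of the mESC genes 4.27 and 2.93 in wild type and 5.91 and 5.61 in *Pcgf5*-/- samples.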

Further, heatmap and gene set enrichment analysis (GSEA) revealed the depletion of neural-related genes and enrichment of mESC genes in day 6 differentiated *Pcgf5*^*−/−*^ mESCs compared with wild type (Fig. 1e, f). Gene ontology (GO) analysis revealed that the downregulated genes were enriched for neuroectoderm markers and were mainly involved in neuron differentiation and neuron development (Supplementary Fig. 2a). 

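The genes at least 3-fold lower in *Pcgf5*-/- cells at day 6 included 6 of the 20 neurectoderm genes of Fig. 1e (30.0%), 9 of 26 neural progenitor markers (34.6%) and 4 of 24 neuron markers (16.7%). High shares were not limited to neural lists. The 3-fold lower genes also included 4 of 8 extraembryonic markers (50.0%), 3 of 11 mesendoderm markers (27.3%) and 5 of 20 fibroblast markers of feeder cells (25.0%). Of all 12641 genes that passed the FPKM minimum, 2.73% were among them, and of the mESC genes of Fig. 1e 0. The fold rule does not look at the spread between replicates. By limma, 0 of 9 extraembryonic, 0 of 13 mesendoderm and 1 of 23 feeder markers were lower with an adjusted p-value under 0.05. For the neurectoderm genes this number was 17 of 20, for neural progenitor markers 14 of 26 and for neuron markers 10 of 24. *Nefm* (chromosome 14), a neurofilament gene, had 79.9 ± 17.2 FPKM in wild type and 13.9 ± 2.73 FPKM in *Pcgf5*-/- cells (SD, n = 2 each), a log2 fold change of -2.43 (standard error 0.56, limma adjusted p = 0.0237). Gene sets of Reactome, a collection of curated pathways, were tested with limma's camera in addition to the comparisons set at the start. Of 815 sets, axon guidance ranked 7, with a median log2 fold change of -0.23 over 228 genes (limma adjusted p = 0.00293). The set on the neuronal system had a median of -0.21 over 128 genes (limma adjusted p = 0.0443, and 0.0770 without the genes of chromosomes 6 and 11).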

On the other hand, a significant enrichment of markers of stem cell maintenance and differentiation was observed in the upregulated genes (Supplementary Fig. 2b). 

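The genes at least 3-fold higher in *Pcgf5*-/- cells at day 6 included 16 of the 19 mESC genes of Fig. 1e (84.2%), 13 of 20 naive pluripotency markers (65.0%) and 2 of 12 primed epiblast markers. Of all 12641 genes that passed the FPKM minimum, 4.61% were among them, and of the neurectoderm genes of Fig. 1e 0. *Nanog* (chromosome 6, 122657507 to 122664651) had 32.6 ± 14.8 FPKM in wild type and 141 ± 3.79 FPKM in *Pcgf5*-/- cells (SD, n = 2 each), a log2 fold change of 2.16 (standard error 0.26, limma adjusted p = 0.00421). *Dppa3*, also on chromosome 6, changed by 2.51 (standard error 0.43, limma adjusted p = 0.0104). *Pou5f1* (chromosome 17, 35642977 to 35647722) had 65.0 ± 40.7 FPKM in wild type and 241 ± 18.0 FPKM in *Pcgf5*-/- cells, a log2 fold change of 2.03 (standard error 0.35, limma adjusted p = 0.0107). The wild-type samples of day 6 were far apart for *Pou5f1*, at 93.8 and 36.2 FPKM, and both lay below the *Pcgf5*-/- samples at 254 and 228 FPKM.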

Western blot indicated that PCGF5 loss-of-function significantly inhibited the expression of the neural markers NESTIN, β-III-TUBULIN, while the levels of the pluripotency factors OCT4 and NANOG remained high in *Pcgf5*^*−/−*^ cells, in contrast to wild type cells (Fig. 1g), a pattern mirrored in mRNA levels, as *Nestin*, *Sox1* and *β-III-Tubulin* failed to robustly upregulate (Fig. 1h–j), while the levels of *Oct4 (Pou5f1)* and *Nanog* showed resistance to downregulation after PCGF5 loss-of-function (Fig. 1k–m). This suggests that PCGF5 loss-of-function inhibits mESC neural differentiation, and (at least indirectly) leads to the maintenance of mESC pluripotency.

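In the RNA-seq samples of day 6, *Nes* changed by -1.42 on the log2 scale between the genotypes (limma adjusted p = 0.00393). *Sox1* had 59.1 ± 12.4 FPKM in wild type and 25.5 ± 4.01 FPKM in *Pcgf5*-/- cells (SD, n = 2 each), a log2 fold change of -1.17 (standard error 0.23, limma adjusted p = 0.0138), which was not past 0.05 with a pseudocount of 0.1 or 0.01. At day 0 it had 0.686 ± 0.0590 and 0.512 ± 0.307 FPKM. *Tubb3*, which encodes β-III-TUBULIN, had 179.7 ± 42.9 and 91.1 ± 7.99 FPKM at day 6, a log2 fold change of -0.95 (standard error 0.21, limma adjusted p = 0.0203). *Pou5f1* and *Nanog* changed by 2.03 and 2.16. *Pcgf5*-/- cells did change over the 6 days, with 4271 genes at a limma adjusted p-value under 0.05 between day 0 and day 6 against 6668 in wild type, and with the replicate block 4584 against 6935. Genes that changed more than 2-fold in wild type were chosen in samples of one replicate number, and their wild-type change was measured in the other. The median change in *Pcgf5*-/- cells was 60.9% and 61.9% of that in wild type for rising genes and 63.9% and 56.9% for falling genes. Of the genes 3-fold higher in *Pcgf5*-/- cells at day 6, 80.8% had fallen in wild type from day 0, and of those 3-fold lower 93.0% had risen. These shares use the same wild-type values of day 6 on both sides. With the fold rule on one wild-type sample of day 6 and the course on the other, they were 83.9% and 85.6% in one order and 73.8% and 82.0% in the other. From the lower neural markers and the pluripotency factors that remained high, the paper proposes that PCGF5 loss-of-function inhibits neural differentiation and at least indirectly maintains pluripotency.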

To investigate whether ectopic expression of PCGF5 can rescue the *Pcgf5*^*−/−*^ phenotype during neural differentiation, we established cell lines stably overexpressing PCGF5 in *Pcgf5*^*−/−*^ mESCs and then induced neural differentiation of wild type, *Pcgf5*^*−/−*^ and PCGF5 overexpressed in *Pcgf5*^*−/−*^ mESCs. However, the PCGF5 overexpressing cells could only express relatively modest levels of *Pcgf5*, and missing the regulatory enhancers that the genomic context provides, *Pcgf5* was not upregulated in the same temporal pattern as mESCs differentiate to a neural cell fate (Supplementary Fig. 3a). Nonetheless, as mESCs were induced to differentiate towards a neural cell fate, the forced expression of *Pcgf5* in the *Pcgf5*^*−/−*^ mESCs could rescue the upregulation of *Nestin*, *β-III-Tubulin* and *Sox1*, and cells could again correctly downregulate *Oct4* and *Nanog* (Supplementary Fig. 3b–f). In addition, immunofluorescence staining of the neural progenitor markers NESTIN and PAX6 indicated PCGF5 overexpression could rescue the neural differentiation program (Supplementary Fig. 3g, h). Overall, overexpression of PCGF5 could rescue the differentiation defects of *Pcgf5*^*−/−*^ mESCs.

### Loss of PCGF5 activates TGF-β signaling pathway during NPC (neural precursor cell) induction

To further explore the underlying molecular mechanisms of PCGF5-mediated neural differentiation, we performed KEGG pathway analysis on differentially expressed genes at day 6 of neural induction between wild type and *Pcgf5*^*−/−*^ mESCs. This revealed that the PCGF5-dependent genes were highly enriched for gene networks regulating TGF-β signaling pathway (Fig. 2a). 

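KEGG gene sets were not used here, so the pathway was examined through the genes that the paper lists and through Reactome gene sets. Supplementary Data 2 lists 35 TGF-β pathway genes with a PCGF5 peak in neural progenitor cells (NPCs). Of these, 17 had a peak within 2500 bp of the transcription start site. Of the 35 genes, 31 passed the FPKM minimum. At day 6 their median log2 fold change was -0.36, with 8 genes higher and 23 lower in *Pcgf5*-/- cells, and 3 of the higher and 5 of the lower genes had a limma adjusted p-value under 0.05. The adjusted p-value of limma's camera test for the list was 0.0429, with the replicate block 0.0472, with a block for each day 0.0757, and without the genes of chromosomes 6 and 11 0.113. The higher genes past 0.05 were *Nodal*, *Lefty1* and *Lefty2*. The largest fall was that of *Id2* (chromosome 12), with 62.7 ± 15.4 FPKM in wild type and 23.4 ± 3.92 FPKM in *Pcgf5*-/- cells (SD, n = 2 each), a log2 fold change of -1.37 (standard error 0.37, limma adjusted p = 0.0389). *Tgfb1i1* and *Col1a1* (chromosome 11) changed by -1.29 and -1.23 without passing 0.05 (limma adjusted p = 0.0995 and 0.151). With the replicate block *Tgfb1i1* passed it (limma adjusted p = 0.0344, and 0.0410 with a block for each day), and *Col1a1* did not (0.151 and 0.173). *Smad2*, which is not on the list, changed by -0.24 (limma adjusted p = 0.348). Of 815 Reactome sets, 111 had an adjusted camera p-value under 0.05 at day 6. The 10 sets on TGF-β, BMP, Nodal, Activin or SMAD signaling were not among them, with median log2 fold changes from -0.38 to 0.08 and adjusted p-values from 0.0572 to 0.985. Camera asks whether a set moves in one direction, whereas an analysis of a gene list asks whether more members of the pathway are on the list.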

Heatmap analysis suggested that PCGF5 loss-of-function at day 6 after neural differentiation significantly upregulated the expression of selected TGF-β related genes (Fig. 2b).

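Of the 17 genes shown in Fig. 2b, 15 passed the FPKM minimum, and all of these were higher in *Pcgf5*-/- cells at day 6. Their median log2 fold change was 0.55, above 99.96% of 10000 random lists of as many genes matched on mean expression. Limma's camera test gave an adjusted p-value of 5.5e-05, and 4.9e-05 with the replicate block. The authors selected the genes for display. Leaving out each sample of day 6 in turn, the median stayed between 0.45 and 0.59, and without the genes of chromosomes 6 and 11 it was 0.58. Of the 15 genes, 4 had a limma adjusted p-value under 0.05. *Lefty2* (chromosome 1, 182823250 to 182829233) had 8.32 ± 5.00 FPKM in wild type and 42.0 ± 9.18 FPKM in *Pcgf5*-/- cells (SD, n = 2 each), a log2 fold change of 2.30 (standard error 0.37, limma adjusted p = 0.00901). *Lefty1* (chromosome 1, 182865170 to 182868532) had 22.5 ± 12.2 and 95.9 ± 19.9 FPKM, a log2 fold change of 2.14 (standard error 0.55, limma adjusted p = 0.0349). *Nodal* (chromosome 10, 60880720 to 60888085) had 5.19 ± 2.24 and 18.6 ± 3.46 FPKM, a log2 fold change of 1.70 (standard error 0.28, limma adjusted p = 0.00915). *Rps6kb1*, on chromosome 11, changed by 0.61 (limma adjusted p = 0.0234). *Tgfb1* and *Smad7* changed by 0.90 and 0.76 without passing 0.05 (limma adjusted p = 0.0830 and 0.0577). With the replicate block *Smad7* passed it (limma adjusted p = 0.0499, and 0.0163 with a block for each day), and *Tgfb1* did not (0.0828 and 0.0829). *Rhoa* had 129.5 ± 2.67 and 131 ± 6.67 FPKM, a log2 fold change of 0.01 that is within the replicate spread and was -0.11 after quantile normalization. At day 0 the genes of Fig. 2b had a median log2 fold change of 0.09. From the heatmap, the paper proposes that PCGF5 loss-of-function upregulated selected TGF-β related genes at day 6.

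**Figure D2:**
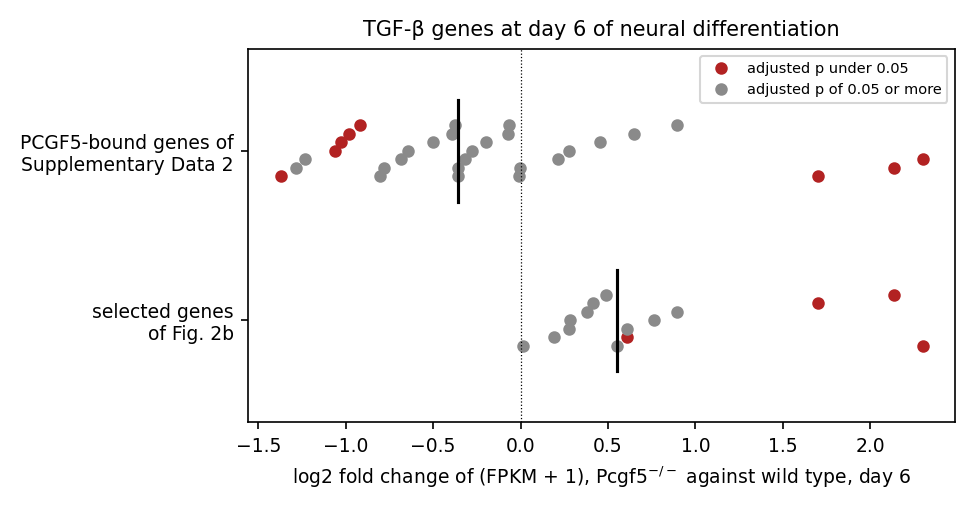
Log2 fold change of (FPKM + 1) at day 6, *Pcgf5*-/- against wild type, for the tested genes of Fig. 2b (lower group) and the PCGF5-bound TGF-β genes of Supplementary Data 2 (upper group); each point is a gene, red with a limma adjusted p-value under 0.05 and grey otherwise, the bar is the median and the height of a point within its group has no meaning. The genes of Fig. 2b lie at or above 0.01 with a median of 0.55, and the bound genes have a median of -0.36.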

**Fig. 2:**
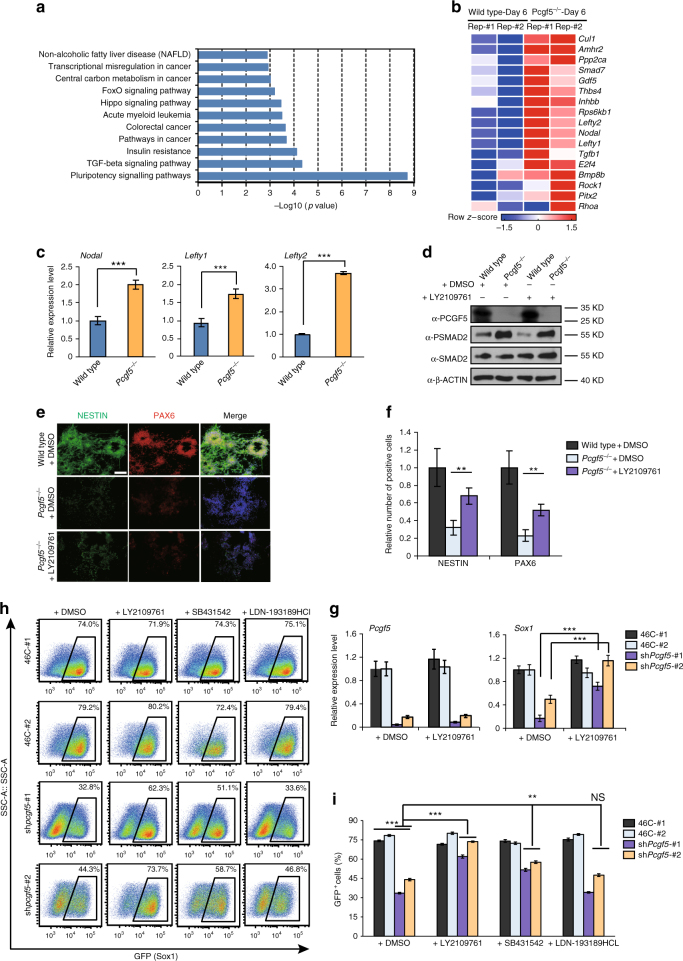
Loss of PCGF5 activates TGF-β signaling pathway during NPC induction. **a** RNA-seq-based ingenuity pathway analysis of wild type and *Pcgf5*^*−/−*^ mESCs at day 6 of neural differentiation. Results are showed as –log10 (*p*-value). **b** Heatmap illustrating the expression changes of the selected TGF-β-related genes that were shown as row *z*-score in wild type and *Pcgf5*^*−/−*^ mESCs at day 6 after neural differentiation. Each lane corresponds to an independent biological sample. **c** Gene expression analysis of the *Nodal*, *Lefty1*, *Lefty2* in wild type and *Pcgf5*^*−/−*^ mESCs at day 6 after neural differentiation (*n* = 3). Results are shown relative to wild type at day 6. **d** Western blot analysis of pSMAD2 in wild type and *Pcgf5*^*−/−*^ cells at day 6 after neural differentiation. DMSO or LY2109761 (1 μM) was added during neural differentiation. **e** Immunostaining of the neural progenitor markers NESTIN and PAX6 in wild type and *Pcgf5*^*−/−*^ mESCs at day 6 after neural differentiation. Scale bar represents 100 μm. **f** Statistical analysis of positive cells expressing NESTIN or PAX6 described in **e** (*n* = 3). **g** Gene expression analysis of *Pcgf5* and *Sox1* at day 6 after neural differentiation. DMSO, LY2109761 (1 μM) was added into the media during neural differentiation (*n* = 3). Results are shown relative to wild type at day 6 after neural differentiation. **h** Summary of FACS data from Sox1-GFP expression in control or PCGF5-deficient mESCs at day 6 after neural differentiation. The cells were treated with DMSO, LY2109761 (1 μM), SB431542 (1 μM) or LDN-193189 HCl (100 nM) during neural differentiation (*n* = 3). **i** Statistical analysis of positive cells expressing Sox1-GFP described in **h**. Data in **c**, **f**, **g**, **i**, are represented as mean values ± s.d. with the indicated significance from Student’s *t*-test (NS, no significant, **p < 0.01, ***p < 0.001)

To explore the effect of loss-of-function of PCGF5 in neural differentiation, we performed qRT-PCR experiments which indicated that the TGF-β signaling pathway genes *Nodal*, *Lefty1* and *Lefty2* were all significantly upregulated at day 6 after induction to neural differentiation (Fig. 2c). We further asked whether SMAD2 phosphorylation (pSMAD2) (an indicator of TGF-β signaling pathway)^12^ was affected by PCGF5 loss-of-function. Indeed, the pSMAD2 level was increased in differentiated *Pcgf5*^*−/−*^ mESCs at day 6, which was also reversed by LY2109761 (TβRI/II inhibitor) treatment (Fig. 2d). This suggests that PCGF5 loss-of-function at least partially affects neural differentiation by upregulation of the TGF-β signaling pathway. To investigate whether inhibition of TGF-β signaling pathway can rescue the phenotype of neural differentiation, we performed immunofluorescence staining to examine the distribution of NESTIN and PAX6 in wild type and *Pcgf5*^*−/−*^ mESCs with or without LY2109761 treatment. Our data also showed that treatment of *Pcgf5*^*−/−*^ mESCs with LY2109761 also partially rescued the expression of NESTIN and PAX6 caused by PCGF5 loss-of-function (Fig. 2e, f).

To further verify if TGF-β signaling pathway is involved in suppression of neural differentiation by PCGF5 loss-of-function, we took advantage of an mESC lines that expresses GFP under the control of the *Sox1* promoter (Sox1-GFP mESCs)^13^, which is one of the earliest neuroectodermal markers induced in the embryo^14^. As in normal mESCs, when we knocked down PCGF5, the expression of NANOG and OCT4 was unaffected (Supplementary Fig. 4). Next, we differentiated cells towards a neural cell fate^15^ using wild type, PCGF5-deficient mESCs treated with either LY2109761, SB431542 (TGF-β signaling: ALK4/5/7 inhibitor) or LDN-193189 (BMP signaling: ALK2/3 inhibitor). qRT-PCR analysis indicated that the expression of the NPC marker *Sox1* decreased significantly after PCGF5 loss-of-function; however, treatment of PCGF5-deficient cells with LY2109761 for 6 days after neural differentiation restored the expression of *Sox1* compared with treatment of PCGF5-deficient cells with DMSO (Fig. 2g). Flow cytometry analysis indicated that PCGF5 loss-of-function in two mESC clones reduced the percentage of Sox1-GFP^+^ cells (32 and 44%) compared with wild type mESCs (74 and 79%; Fig. 2h, i). Interestingly, treatment of PCGF5-deficient mESCs with LY2109761 or SB431542 could restore the expression of the Sox1-GFP reporter at day 6 after neural differentiation, from 32.8 to 62.3, 44.3 to 73.7% for LY2109761 treatment, and from 32.8 to 51.1, 44.3 to 58.7% for SB431542 treatment (Fig. 2h, i). However, treatment of *Pcgf5*^*−/−*^ mESCs with LDN-193189 had little effect on the fraction of Sox1-GFP positive cells, from 32.8 to 33.6%, 44.3 to 46.8% for the two PCGF5-deficient cell lines, at day 6 after neural differentiation compared with control treatment (Fig. 2h, i). Taken together, these results suggest that PCGF5-mediated regulation of the TGF-β signaling pathway is a critical pathway mediating neural fate determination in mESCs.

### PCGF5 stimulates RING1B-dependent histone H2AK119ub1

To determine whether PCGF5 interacts with histone H2A, we transfected either Flag or Flag-PCGF5 into 293T cells and performed Flag co-IP experiments. We found that Flag-PCGF5 could bind to histone H2A (Fig. 3a). Moreover, Flag co-IP experiments indicated that RING1B was retained by Flag-PCGF5, but not by Flag alone (Supplementary Fig. 5a). To examine which domain of PCGF5 interacts with RING1B, we performed Flag co-IP experiments with either Flag-PCGF5 or Flag-PCGF5 without a ring finger domain and found that RING1B no longer bound to PCGF5 once the ring finger was deleted (Fig. 3b, c), suggesting that the ring finger domain of PCGF5 is required for this interaction. To determine the domains of RING1B responsible for binding to PCGF5, we expressed and purified fusion proteins for GST-RING1B and a series of deletions (Fig. 3d) in *BL21* cells, then carried out GST pull-down assays. The results indicated that the ring finger and C-terminal domains of RING1B (amino acids 49–95 and amino acids 94–336, respectively) bound to PCGF5 (Fig. 3e). Flag co-IP and sucrose gradient experiments showed that PCGF5 formed a complex with RYBP but not CBX7 (Fig. 3f, g), suggesting PCGF5 belongs to a noncanonical PRC1 complex^4,5^.

**Fig. 3:**
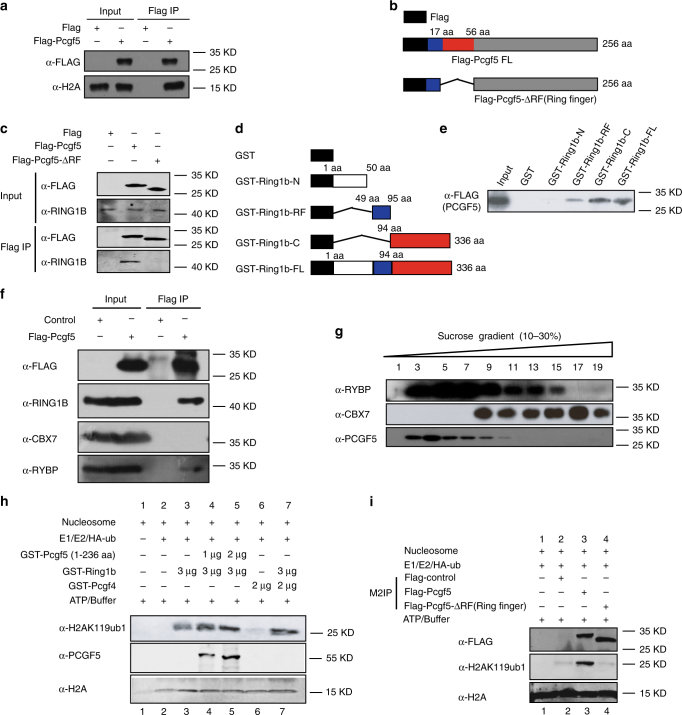
PCGF5 stimulates RING1B-dependent histone H2AK119ub1. **a** Detection of the interaction between Flag-PCGF5 and H2A. Flag-tagged empty vector was used as control. **b** Schematic representation of Flag-PCGF5 and its deletions used in Flag co-IP assays. **c** Detection of the interaction between RING1B and PCGF5 with or without a Ring-finger. **d** Schematic representation of GST-RING1B and its deletions used in GST pull-down assays. **e** Proteins probed with anti-FLAG antibody by Western blot. The beads were incubated with cell lysates from the Flag-PCGF5 overexpressed in 293T cells. **f** Detection of the interaction between Flag-PCGF5 and PRC1 subunits by Flag co-IP in 293T cells. Flag-tagged empty vector was used as a control. **g** Sucrose gradient analysis of whole cell extracts of mESCs. Every fraction from a 10–30% sucrose gradient was further resolved on SDS-PAGE followed by immunoblotting for the indicated antibodies. **h** In vitro H2A monoubquitinylation assays with nucleosome, GST purified PCGF5, PCGF4, RING1B, E1, E2 and ubiquitin. The reactions were resolved on SDS–PAGE followed by immunoblotting. **i** In vitro H2A monoubquitinylation assays with purified Flag-tagged PCGF5 and Flag-tagged PCGF5 without a Ring-finger in 293T cells. The reactions were resolved on SDS-PAGE followed by immunoblotting

Since PCGF5 contains a ring finger domain and the domain has been identified as a signature motif for ubiquitin E3 ligase^16^, we were interested to know the role of PCGF5 in regulating RING1B-dependent histone H2A ubiquitylation. To answer this question, we established an in vitro ubiquitination assay by incubating nucleosome, E1/E2 ligases, HA tagged ubiquitin and different amounts of purified GST-RING1B, GST-PCGF5 or GST-PCGF4 fusion proteins. Interestingly, we found that induction of RING1B-dependent histone H2A ubiquitylation at K119 by PCGF5 was in a dose-dependent manner (Fig. 3h, lane 3–5). Further, we found that GST-PCGF4 fusion protein alone could not efficiently promote histone ubiquitination (Fig. 3h, lane 6). But, similar to PCGF5, once RING1B fusion protein was added to the reaction, histones were efficiently ubiquitinated (Fig. 3h). These results suggest that in vitro purified PCGF5 fusion protein does not have E3 ligase activity, but can stimulate RING1B-dependent histone H2A ubiquitylation. Our data further indicated that ring finger domain of PCGF5 was required for PCGF5-mediated RING1B-dependent histone H2A ubiquitylation (Fig. 3i). To investigate if PCGF5 promotes histone H2A ubiquitylation in vivo, we transfected Flag-PCGF5 into 293T cells and performed immunofluorescence staining experiments. Our data indicated that Flag-PCGF5 overexpression significantly increased the level of histone H2A ubiquitylation compared with cells without Flag-PCGF5 overexpression (Supplementary Fig. 5b–d).

### PCGF5 is targeted to TGF-β target genes during NPC induction

To investigate PCGF5 downstream targets at a genome-wide scale during neural differentiation of mESCs, we attempted to perform chromatin immunoprecipitation (ChIP) followed by deep sequencing (ChIP-seq) for PCGF5 by using commercial antibodies. Unfortunately, these commercial anti-PCGF5 antibodies did not work for ChIP experiments. Therefore, we generated Flag-tagged PCGF5 knockin cell lines which stably express PCGF5-Flag in the Sox1-GFP mESCs (Fig. 4a and Supplementary Fig. 6a). Knockin of PCGF5 in mESCs had no effect on pluripotency gene expression (*Oct4, Nanog, Klf4*) (Supplementary Fig. 6b). PCGF5 loss-of-function did not affect the maintenance of stem feature of mESCs, however, loss of PCGF5 prevented mESC neural differentiation. Therefore, to identify PCGF5 downstream targets during neural differentiation, we performed ChIP-seq by using an anti-FLAG antibody in NPCs at day 6 after neural differentiation of mESCs (Fig. 4b, c). Our ChIP-seq data identified 12,015 peaks in NPCs for PCGF5 (Supplementary Data 2). ChIP-seq analysis revealed a preferential distribution of PCGF5 near transcription start sites (TSS) of genes in NPCs (Fig. 4d). About 25.04% of PCGF5 sites are near promoter regions. 35.87% of the PCGF5-binding sites are located in the intergenic regions, a significant number of PCGF5-binding sites fall within genes, with 33.55% in the introns and 5.54% in the exons (Fig. 4e). We further focused on the effects of PCGF5 on the genes in NPCs. Among 80 genes in the TGF-β signaling pathway, 35 (43.8%) of them were directly targeted by PCGF5 (Supplementary Data 2). 

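The GO sheets of Supplementary Data 2, that of the downregulated targets read in part, name 90 upregulated and 415 downregulated PCGF5 target genes, all found in the RNA-seq files. The paper's methods select genes by a 1.5-fold change in paired samples. The targets were thus chosen by their change in these same samples. The shares below describe the lists and give no independent support. On the mean FPKM values of day 6, 89 of the upregulated targets (98.9%) were at least 1.5-fold higher in *Pcgf5*-/- cells and 33 at least 3-fold higher. Of the downregulated targets, 280 (67.5%) were at least 1.5-fold lower and 45 at least 3-fold lower, while 15 were at least 1.5-fold higher. With the replicates paired by number, the shares were 98.9% and 100% for the upregulated targets and 68.0% in each pair for the downregulated targets. By limma, 76 of 89 tested upregulated and 146 of 398 tested downregulated targets had an adjusted p-value under 0.05 in the named direction. On chromosomes 6 and 11 lie 23 of the upregulated (25.6%) and 44 of the downregulated targets (10.6%). The part of the NPC peak table that was read holds the first 1997 of 12015 PCGF5 peaks, and the table is not in random order. Of the 1193 genes listed for these peaks, 142 were at least 1.5-fold higher and 145 at least 1.5-fold lower, against 2041 and 2052 of all 24849 genes. Of the peaks read, 23.4% lie on chromosome 11. Without the genes of chromosomes 6 and 11, 78 of 932 listed genes were at least 1.5-fold higher and 128 at least 1.5-fold lower, against 1459 and 1934 of all 21709 genes. By limma, 40 of these listed genes were higher and 66 lower with an adjusted p-value under 0.05, against 87 and 71 over all chromosomes.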

Combination analysis of PCGF5 ChIP-seq and RNA-seq data at day 6 after neural differentiation in both wild type and PCGF5-deficient cells indicated that 521 PCGF5-bound genes were downregulated, while 99 PCGF5 target genes were upregulated by the loss of PCGF5 (Fig. 4f). 

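Over the 415 downregulated PCGF5 targets named in the GO sheets of Supplementary Data 2, the median log2 ratio of mean FPKM between *Pcgf5*-/- and wild-type cells at day 6 was -0.81. The share at least 1.5-fold lower was 67.5%, which became 52.8% with 1 rather than 0.01 added to the means and 10.8% at 3-fold. These targets were selected by fold change in the same samples, which favors such shares.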

GO analysis indicated that these downregulated genes were associated with axon generation of neurons, neuron differentiation (Fig. 4g), further suggesting that PCGF5 might be required for the activation of NPC-related genes. 

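Over the 90 upregulated PCGF5 targets named in the GO sheets, the median log2 ratio of mean FPKM at day 6 was 1.46. At 3-fold, 36.7% of them were higher in *Pcgf5*-/- cells. The share past 1.5-fold was 94.4% without *Pcgf5*-/- replicate 1, the lowest with any sample of day 6 left out. Selection of these targets by fold change in the same samples favors high shares.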

And the upregulated genes targeted by PCGF5 were involved in cell proliferation, cellular response to endogenous stimulus (Fig. 4g and Supplementary Data 2). 

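*Nodal*, *Lefty1* and *Lefty2* are all 3 among the upregulated targets named in Supplementary Data 2. Their log2 fold changes at day 6 were 1.70, 2.14 and 2.30 (limma adjusted p = 0.00915, 0.0349 and 0.00901). Leaving out each sample of day 6 in turn, the lowest values were 1.32 for *Nodal* and 1.72 for *Lefty2*, and all of the values for *Lefty1* were positive as well. The paper lists PCGF5 peaks in NPCs for these genes in mm9 coordinates, with the distance to the transcription start site. For *Nodal* on chromosome 10 they lie from 60879069 to 60879258 (-1557 bp) and from 60881800 to 60882353 (1356 bp). For *Lefty1* on chromosome 1 they lie from 182860313 to 182861117 (-4438 bp) and from 182864290 to 182865945 (-36 bp). For *Lefty2* on chromosome 1 the listed peak lies from 182804827 to 182805411 (-18120 bp).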

Included within these 99 upregulated PCGF5 target genes were *Nodal, Lefty1* and *Lefty2*, three TGF-β signaling pathway genes. Hence, we performed ChIP-qPCR experiments to examine the recruitment of PCGF5 onto the promoters of these genes. Our data indicated that PCGF5 was indeed specifically recruited to the promoters of *Nodal*, *Lefty1* and *Lefty2* at day 6 of neural differentiation but not in mESCs (Fig. 4h).

**Fig. 4:**
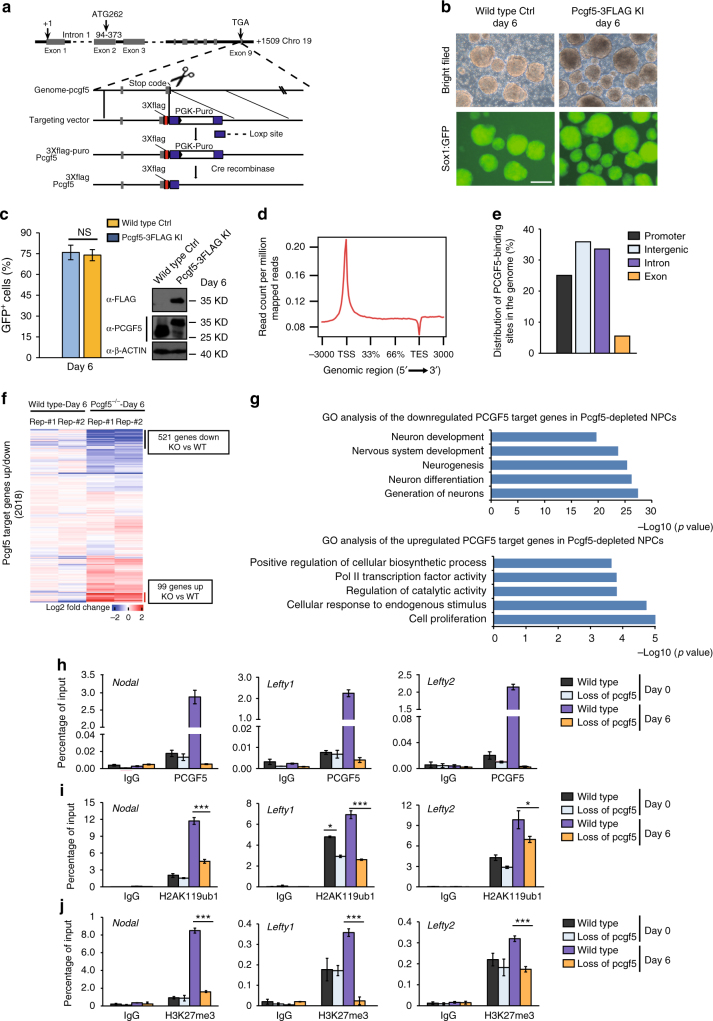
Analysis of PCGF5 binding sites in NPCs and the PCGF5-driven deposition of H2AK119ub1 and H3K27me3 at TGF-β-associated genes during neural differentiation. **a** Strategy of generating Flag-tagged PCGF5 knockin stable cell lines in Sox1-GFP knockin mESCs. **b** Representative cellular morphologies at day 6 of neural differentiation (*n* = 3). The dissociated wild type and *Pcgf5*-3 × Flag knockin mESCs were suspended in the Petri dish and differentiated in KSR medium for 6 days. Scale bar represents 100 μm. **c**. Statistical analysis of Sox1-GFP cells at day 6 of neural differentiation and Western blot analysis of the Flag (Flag-PCGF5), PCGF5 in wild type and *Pcgf5*-3 × Flag knockin mESCs at day 6 after neural differentiation. **d** The tag density heatmap plot for PCGF5 binding signal. **e** Genome-wide distribution of PCGF5 binding sites in NPCs at day 6 after neural differentiation. **f** Heat map illustrating the expression changes of PCGF5 target genes that were shown as log2 fold change in wild type and *Pcgf5*^*−/−*^ mESCs at day 6 after neural differentiation. Each lane corresponds to an independent biological sample. **g** GO analysis of biological functions of upregulated and downregulated PCGF5 target genes in wild type and *Pcgf5*^*−/−*^ mESCs at day 6 of neural differentiation. Results are expressed as –log10 (*p*-value). **h** ChIP-qPCR analysis of PCGF5 occupancies at promoter regions of *Nodal*, *Lefty1* and *Lefty2* in both wild type and PCGF5-deficient mESCs and NPCs (at day 6 of neural differentiation) (*n* = 3). **i** ChIP-qPCR analysis of H2AK119ub1 occupancies at promoter regions of *Nodal*, *Lefty1* and *Lefty2* in both wild type and PCGF5-deficient mESCs and NPCs (at day 6 of neural differentiation) (*n* = 3). **j** ChIP-qPCR analysis of H3K27me3 occupancies at promoter regions of *Nodal*, *Lefty1* and *Lefty2* in both wild type and PCGF5-deficient mESCs and NPCs (at day 6 of neural differentiation) (*n* = 3). Data in **c**, **h**–**j** are represented as mean values ± s.d. with the indicated significance from Student’s *t*-test (NS no significant, *p < 0.05, ***p < 0.001)

PRC1-dependent H2AK119ub1 leads to the recruitment of PRC2 and H3K27me3 to effectively initiate a polycomb domain^7^, to investigate PCGF5 loss-of-function on the deposition of H2AK119ub1 and H3K27me3, we performed ChIP-qPCR with anti-H2AK119ub1 and anti-H3K27me3 antibodies in both wild type and PCGF5-deficient mESCs and NPCs (at day 6 of neural differentiation). Our data indicated that, although PCGF5 loss-of-function led to reduction of H2AK119ub1 at *Lefty1* and *Lefty2* promoters, there were no changes at the *Nodal* promoter in mESCs, PCGF5 loss-of-function significantly reduced the level of H2AK119ub1 at the promoters of these genes at day 6 of neural differentiation (Fig. 4i). Furthermore, loss of PCGF5 had no effects on the level of H3K27me3 at the promoters of *Nodal*, *Lefty1* and *Lefty2* in mESCs, but significantly decreased the level of H3K27me3 at the promoters of these genes in NPCs (Fig. 4j), which is consistent with de-repression of these genes by loss of PCGF5 during neural differentiation.

### Loss of PCGF5 affects H2AK119ub1 and H3K27me3 distributions

To investigate if PCGF5 regulates the genome-wide distribution of histone H2AK119ub1 and H3K27me3 during neural differentiation, we further performed ChIP-seq by using anti-H2AK119ub1 and H3K27me3 antibodies in both wild type and PCGF5-deficient mESCs and NPCs (at day 6 of neural differentiation). Western blot indicated that histone H2AK119ub1 protein level remained unchanged but histone H3K27me3 protein level was gradually decreased during neural differentiation in both wild type and PCGF5-deficient cells (Supplementary Fig. 7a, b). Although loss of PCGF5 had little change on the genome-wide distributions of both H2AK119ub1 and H3K27me3 (Fig. 5a, b and Supplementary Fig. 7c, d), loss of PCGF5 significantly changed the enrichments of both H2AK119ub1 and H3K27me3 at day 6 of neural differentiation (Fig. 5c, d). We observed many common H2AK119ub1 (*n* = 1425 peaks) and H3K27me3 peaks (*n* = 5081 peaks) in both mESCs and NPCs. There are also large groups of peaks that were only enriched in mESCs for H2AK119ub1 (*n* = 7247 peaks) and H3K27me3 (*n* = 7683 peaks) or NPCs for H2AK119ub1 (*n* = 4378 peaks) and H3K27me3 (*n* = 6727 peaks) (Fig. 5c, d). PCGF5 loss-of-function significantly inhibited the reduction of ESCs-enriched peaks for both H2AK119ub1 and H3K27me3 in NPCs, respectively. In addition, loss of PCGF5 resulted in lower levels of NPCs-enriched peaks for both H2AK119ub1 and H3K27me3 in NPCs (Fig. 5c, d). We observed that PCGF5 had more peaks in NPCs than in mESCs (Supplementary Data 2), consistent with the requirement of PCGF5 for neural differentiation of mESCs (Fig. 5c, d). GO-term analysis of H2AK119ub1-associated and H3K27me3-associated genes revealed that mESC-enriched peaks were related to nervous system development and neurogenesis (Fig. 5e, f and Supplementary Data 3).

**Fig. 5:**
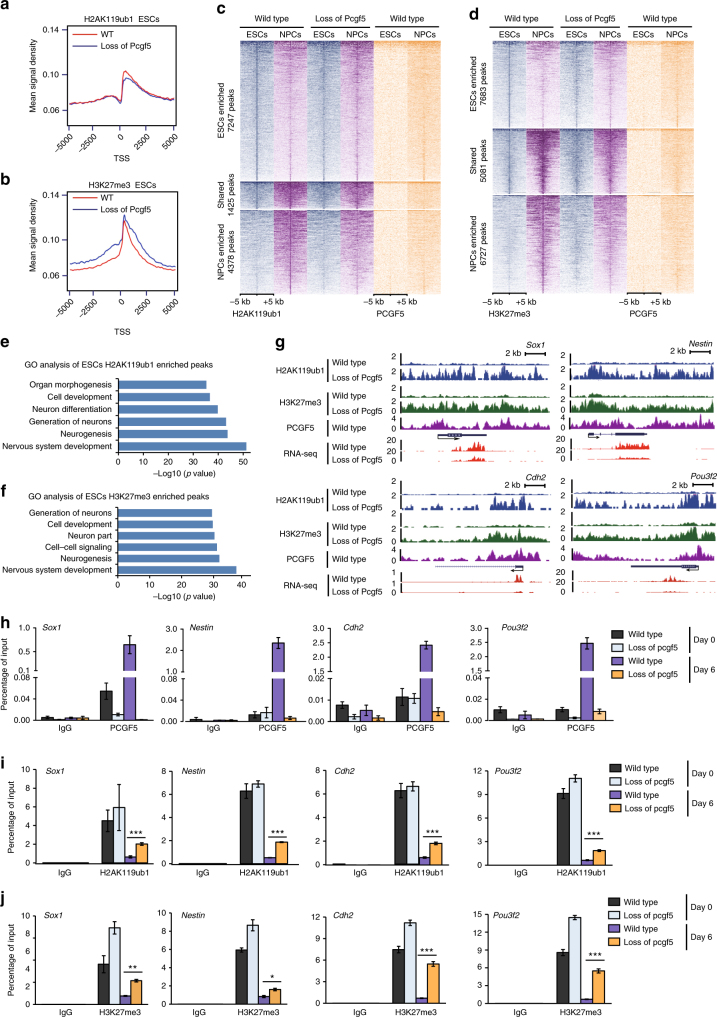
PCGF5 knockout impairs repressive chromatin from being reduced during neural differentiation. **a** Tag density heatmaps illustrating global changes of H2AK119ub1 in wild type and PCGF5-deficent ESCs. **b** Tag density heatmaps illustrating global changes of H3K27me3 in wild type and PCGF5-deficent ESCs. **c** Histone H2AK119ub1 occupancy (ChIP-seq read density) at three clusters of genes in both wild type and PCGF5-deficient mESCs and NPCs. **d** Histone H3K27me3 occupancy (ChIP-seq read density) at three clusters of genes in both wild type and PCGF5-deficient mESCs and NPCs. **e** GO analysis of biological functions of mESCs H2AK119ub1-enriched peaks. Results are expressed as –log10 (*p*-value). **f** GO analysis of biological functions of mESCs H3K27me3-enriched peaks. Results are expressed as –log10 (*p*-value). **g** UCSC genome browser views of binding profiles of H2AK119ub1 and H3K27me3 at the genes of *Sox1*, *Nestin, Cdh2 and Pou3f2* in both wild type and PCGF5-deficient NPCs. **h** ChIP-qPCR analysis of PCGF5 occupancies at promoter regions of *Sox1*, *Nestin*, *Cdh2* and *Pou3f2* in both wild type and PCGF5-deficient mESCs and NPCs (at day 6 of neural differentiation) (*n* = 3). **i** ChIP-qPCR analysis of H2AK119ub1 occupancies at promoter regions of *Sox1*, *Nestin*, *Cdh2* and *Pou3f2* in both wild type and PCGF5-deficient mESCs and NPCs (at day 6 of neural differentiation) (*n* = 3). **j** ChIP-qPCR analysis of H3K27me3 occupancies at promoter regions of *Sox1*, *Nestin*, *Cdh2* and *Pou3f2* in both wild type and PCGF5-deficient mESCs and NPCs (at day 6 of neural differentiation) (*n* = 3). Data in **h**–**j** are represented as mean values ± s.d. with the indicated significance from Student’s *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001)

Consistent with ChIP-qPCR data, examination of ChIP-seq data at the *Nodal* locus confirmed that PCGF5 loss-of-function caused significant decreases of H2AK119ub1 and H3K27me3 near the promoter of *Nodal* at day 6 of neural differentiation (Supplementary Fig. 8). Conversely, PCGF5 loss-of-function maintained higher level of both H2AK119ub1 and H3K27me3 near the promoters of neural specific genes such as, *Sox1, Nestin, Cdh2, Pou3f2* (Fig. 5g), which are consistent with the neural differentiation defect of mESCs after PCGF5 loss-of-function. Further, ChIP-qPCR data indicated that PCGF5 was highly enriched at the promoter regions of *Sox1, Nestin, Cdh2, Pou3f2* in NPCs compared with mESCs (Fig. 5h). During mESC neural differentiation, both H2AK119ub1 and H3K27me3 at the promoter regions were dramatically reduced, however, PCGF5 loss-of-function significantly blocked the reduction of both H2AK119ub1 and H3K27me3 (Fig. 5i, j), which agrees with the silenced expression of these neural-specific genes. Overall, these data suggest that PCGF5 acts to maintain the level of H2AK119ub1 and H3K27me3 at the genes of TGF-β signaling pathway, and that this is required for the repression of these genes.

## Discussion

As part of different PRC1 variants, the posterior sex combs (PSC) homologs participate in gene repression by enhancing ubiquitination of histone H2A^17^, and by altering the molecular function of PRC1. Six *Pcgf* genes appear to be critical factors that give developmental context-specific activity to PRC1. For example, PCGF1 (NSPC1), together with the transcription factor RUNX1, regulate HSC differentiation and self-renewal^18^. PCGF2 (MEL-18) positively regulates the expression of key mesoderm transcription factors, and is involved in gene activation during cardiac differentiation^19^. *Pcgf3/5* gene knockout results in female-specific embryo lethality and abrogates Xist-mediated gene repression^20^. Previous reports showed that in the absence of *Pcgf6*, its target genes had specific losses of H2AK119ub1 while other PRC1 target genes did not lose any H2AK119ub1^17,21^. Similarly, recent observations have shown that the global level of H2AK119ub1 is unchanged in *Pcgf1*^*−/−*^ ES cells^22^. These alterations in molecular activity of PRC1 lead to changes in developmental outcome.

Here we show that PCGF5 is highly expressed in NPCs compared with ESCs and appears to be a major factor regulating neural differentiation of mESCs. RNA-seq experiments demonstrated that PCGF5-deficient mESCs were not capable of fully differentiating towards the neural lineage, and pluripotency-specific genes, which are normally expressed in mESCs but silenced during neural differentiation, were not properly switched off. PCGF5 has been demonstrated to contribute to H2AK119ub1-dependent recruitment of PRC2 and H3K27me3 modification in a manner similar to other non-canonical PRC1 complexes in mESCs^7^. PCGF5 loss-of-function clearly showed reduction in H2AK119ub1 level in hematopoietic stem and progenitor cells^23^.

Previous reports revealed that PCGF5-PRC1-AUTS2 complex is involved in gene activation by transcriptional co-activator P300 after RING1B is phosphorylated by the CK2 protein^8^. We investigated whether PCGF5 co-binds to specific targets with histone repressive marks, H2AK119ub1, H3K27me3 and active marks H3K27ac^24^ at day 6 after neural differentiation. Our data indicated that only a small fraction of PCGF5 target genes overlapped with the repressive H2AK119ub1-enriched and H3K27me3-enriched genes (Supplementary Fig. 9a). However, we surprisingly found that most PCGF5 target genes overlapped with the genome-wide localizations of active marks H3K27ac and H3K4me3^24^ in NPCs (Supplementary Fig. 9b). 

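The expression side of this comparison comes from the wild-type samples of day 6, ranked by mean FPKM over all 24849 listed genes. Of the peak table, the first 1997 of 12015 peaks were read, which are not a random part, and 437 genes of the RNA-seq files had a peak within 2500 bp of the transcription start site. Among them 162 (37.1%) were in the top 25% of expression, against 24.8% of the other genes (Fisher's exact test, two-sided, p = 2.0e-08). In the bottom 25% were 35 (8.01%), against 27.3% of the other genes (Fisher's exact test, two-sided, p = 1.3e-23). The other genes can include genes whose peaks were not read, so neither test compares bound with unbound genes. The paper's reported values, over binding sites, are 39.5% and 6.5%. With only genes over 0 FPKM in a wild-type sample of day 6 as the background, the shares were 31.1% and 10.9%, and with peaks within 1000 bp they were 39.8% and 6.21%. Leaving out one wild-type sample of day 6 gave shares of 37.5% to 38.4% in the top and 8.92% to 9.15% in the bottom group.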

Our data further indicated that about 39.5% (1024) of PCGF5-binding sites target to the active genes and only 6.5% (170) of PCGF5-binding sites target silent genes (Supplementary Fig. 9c). These data suggest that PCGF5 may function as an activator of NPC-specific genes during mESC neural differentiation.

Our data suggest that PCGF5 not only acts to maintain the levels of H2AK119ub1 and H3K27me3 at the key genes of TGF-β signaling pathway, and that this is required for the repression of these genes, but also facilitates the reduction of H2AK119ub1 and H3K27me3 around the promoters of neural-specific genes during neural differentiation, suggesting PCGF5 plays dual functions in regulating mESC neural differentiation, acting as a repressor for TGF-β signaling pathway and functioning as an facilitator for neural-related genes in another unknown mechanism.

In summary, this study highlights how PCGF5 acts to bring context specificity to the functions of PRC1 in controlling lineage-specific gene expression and cell fate determination.

## Methods

### Cell culture and differentiation

hESCs lines H1 (Wi Cell) were maintained in mTeSR1 (STEMCELL Technologies) on matrigel (Corning)-coated plates. mESC lines MPI-II was kindly provided by Dr. Jing Liu. Sox1-GFP mESC lines (a kind gift from Dr. Naihe Jing)^13^ were cultured on mitomycin C-inactivated mouse embryo fibroblasts in Dulbecco's modified Eagle medium (DMEM) high-glucose media containing 15% fetal bovine serum (FBS; Gibco), 1 mM sodium pyruvate (Gibco), 1 mM non-essential amino acids (Gibco), 1× GlutaMAX (Gibco), 0.1 mM 2-mercaptoethanol (Gibco), 1000 U/ml leukemia inhibitory factor, and the 2i inhibitors (3 μM CHIR99021, and 1 μM PD0325901). mESCs stably expressing PCGF5 shRNA (Supplementary Table 1) were generated by infection with lentiviral pLKO.1 vectors and then selected with puromycin.

To induce neural differentiation, monolayer culture for neural differentiation was performed^13^. Briefly, cells were dissociated and plated at a density of 1 × 10^4^ cells/cm^2^ in N2B27 medium supplemented with 1 mM L-glutamine and 0.1 mM β-mercaptoethanol. For neural differentiation in suspension^15^, the dissociated mESCs were suspended in the Petri dish and cultured in GMEM (Gibco) supplemented with 8% knockout serum replacement (Gibco), 1 mM Glutamine, 1 mM pyruvate, 0.1 mM nonessential amino acids and 0.1 mM b-mercaptoethanol (Gibco). To initiate hESCs neural differentiation, hESCs were plated onto matrigel-coated plates 12-well plates with 80–100% of cell confluence, and then these cells were cultured in N2B27 medium plus SB431542 and Dorsomorphin (50% DMEM/F12 (Hyclone), 50% Neurobasal (Gibco), N2 (Gibco, 200×), Glutamax (Gibco, 200×), NEAA (Gibco, 200×), 1 μg mL-1 heparin (Sigma), 5 μg mL^−1^ insulin (Gibco, 200×), 5 μM SB431542 (Selleck), 5 μM Dorsomorphin (DM, Selleck). Fresh culture medium was changed every 2 days. After 8 days, the cells were passaged on matrigel-coated six-well plates in N2B27 medium.

### Generation of PCGF5 knockout mESCs

To generating TALEN-mediated PCGF5 knockout in mESCs, left and right homology arms were amplified from genomic DNA for donor DNA. A loxP-flanked PGK-puromycin cassette or loxP-flanked PGK-neomycin cassette were cloned between two homology arms in the pUC-57 vector using primers p1 and p2. For targeting, 1 × 10^6^ mESCs were electroporated with 1 μg of donor DNA and 2 μg of each TALEN plasmid. Then the cells were plated onto feeder-coated tissue culture plates for 1 day. Positive clones were selected by puromycin (1 μg/ml) or G418 (200 μg/ml)^25^. The selected colonies were verified by genomic PCR and Southern blot.

### PCR verification of corrected clones

PCR was performed using LA Taq (Takara) according to the manufacturer’s instructions. 50–100 ng of genomic DNA templates were used in all reactions. Primers including P3 (upstream of 5′ homology arm) and P4 (in the drug resistance cassette) were used to amplify a 1.0-kb product of the 5′ junction of a targeted integration. Primers including P5 (on 5′ homology arm) and P6 (on 3′ homology arm) were used to amplify a 2.5-kb product or a 1.0-kb product to identify whether random integration occurred (Fig. 1b). All of the primers used are listed in Supplementary Table 1.

### Generation of PCGF5-deficient stable 46 C mESC lines

We used the RNAi lentivirus system for generation of PCGF5-deficient stable 46 C mESC lines. In brief, shRNA sequence-targeting mouse PCGF5 was cloned into pLKO.1. The recombinant construct, as well as two assistant vectors psPAX2 and MD2.G, were co-transfected into HEK293T cells. Viral supernatants were collected 48 h later, filtrated through 0.45 μm filters. The viruses were used to infect 5 × 10^6^ mESCs in a 6-cm dish with 8 μg/ml polybrene. The clonal cell clusters of mESCs were picked out with micro-needle after 2 μg/ml puromycin (Amresco) selection.

### Generation of 3× Flag tagged PCGF5 mESC stable cell lines

The sgRNA target sequence was inserted into the plasmid pX330. Then, pX330 along with the linearized PCGF5 3× Flag targeting vector were electroporated into mESCs for gene editing. The correctly targeted colonies were chosen through drug selection, PCR verification and genomic DNA sequencing. After that, the drug-resistant gene was removed with Cre recombinase to obtain the final targeted 3× Flag tagged PCGF5 mESCs, which was further verified by Western blot. The sgRNA sequences used are listed in Supplementary Table 1.

### Southern blot

To detect homologous recombination at *Pcgf5* locus, an 852-bp *Pcgf5* specific probe in the 5′ side of the left homology arm was synthesized by PCR amplification and labeled with a DIG-dUTP labeling kit (Roche Applied Science). Genomic DNA was digested with Xho I and Nde I, and then standard Southern blot was performed following the instruction manuals of DIG High Prime DNA labeling and detection starter kit II (Roche Applied Science).

### Cell immunofluorescence

Cells were fixed in 4% paraformaldehyde and permeabilized with 0.2% Triton X-100 containing 10% FBS (Invitrogen)/1% BSA in PBS at room temperature for 15 min. Samples were then incubated with primary antibodies overnight at 4 °C. The antibodies used for cell immunofluorescence were against OCT4, NANOG, NESTIN, PAX6, FLAG and H2AK119ub1, respectively. The cells were then washed for four times and 0.1 μg/ml DAPI (Sigma) was included in the final wash to stain nuclei. Images were captured with an inverted microscope (DMI4000, Leica Microsystems).

### Quantitative RT-PCR (qRT-PCR)

Total RNA was isolated from samples with Trizol reagents (Invitrogen). Any potential DNA contamination was removed by RNase-free DNase treatment (Promega). One microgram of total RNA was then reverse-transcribed with Superscript First-Strand Synthesis system (Promega). cDNAs of interest were then quantified with real-time qPCR amplification. The primers used in the qRT-PCR assays are listed in Supplementary Table 2. All the experiments were repeated for three times.

### In vitro ubiquitination assay

In vitro ubiquitin ligase reaction^26^ was performed by incubating 1 μl of ubiquitin activating enzyme E1 (Boston Biochem, 100 nM), 1 μl of ubiquitin conjugating enzyme UbcH5c (E2) (Boston Biochem, 500 nM), 5 μl of HA-ubiquitin (Boston Biochem, 10 mM), 5 μg prepared nucleosomes with indicated GST recombinant proteins in a 25 μl reaction containing 5 mM ATP and 10 × in vitro ubiquitination buffer (500 mM Tris-HCl (pH7.5), 50 mM MgCl_2_, 10 mM DTT). After incubation at 37 °C for 1 h, reaction was terminated by addition of sample loading buffer. The proteins were resolved in 12% SDS–PAGE and blotted with anti-histone H2AK119ub1 antibody.

### Protein extraction and western blot

Whole cell extracts were obtained with cell lysis buffer (50 mM Tris-HCl (pH 7.6), 1% Triton X-100, 1 mM EDTA, 10% glycerol, 1 mM DTT, 1 mM PMSF and protease inhibitor cocktail). After centrifugation at 18,000×*g* for 10 min, soluble proteins were quantified by BCA, loaded onto SDS-PAGE and transferred to PVDF membrane (Invitrogen). Then the membrane was washed with TBS-T buffer and Western blot was performed with the indicated antibodies. All uncropped images from Western blot can be found in Supplementary Figs.10–12. Antibodies used for Western blot are listed in Supplementary Table 3.

### Histone extraction

Approximately 5 × 10^6^ cells were collected and used to extract histones. Briefly, cells were washed once with 5 ml ice-cold PBS and re-suspended in 2 ml of hypotonic lysis buffer (10 mM Tris-HCl (pH 7.4), 1 mM KCl, 1.5 mM MgCl_2_, 1 mM DTT, protease inhibitors), incubated on ice for 30 min. Then, the nucleus was pelleted by spinning at 2500×*g* at 4 °C for 10 min, resuspended in 0.4 ml H_2_SO_4_ (0.4 N) and rotated at 4 °C for 30 min overnight. After centrifugation at full speed for 10 min, the supernatant was precipitated with 20% TCA and incubated on ice for 30 min. Pellets were collected and washed twice with cold acetone. Pellets were resuspended in 30–50 μl of TE buffer and analyzed by Western blot.

### Sucrose gradient ultracentrifugation

Cell extracts from mESCs were sedimented on a 10–30% sucrose gradient by centrifugation using an OPTIMA L-100XP rotor (Beckmann) at 247,605×*g* at 4 °C for 16 h. The gradient was fractioned and analyzed by SDS-PAGE. Indicated antibodies were used for Western blot.

### ChIP and bioinformatic analysis

ChIP experiments were performed according to the procedure described previously^27^, with modifications. For Flag ChIP, briefly, 3 × 10^7^ cells were crosslinked with 2 mM EGS [ethylene glycol bis (succinimidylsuccinate)] for 45 min at RT with rotation at a speed of 8–10 rpm. Cells were washed with PBS twice and crosslinked again with 1% formaldehyde for 10 min at RT. Then the reaction was stopped by 0.125 M glycine. The cells were sonicated to achieve a chromatin sized of 200–500 bp in SDS lysis buffer contaning 1 mM PMSF and protease inhibitor cocktail. Then the sonicated chromatin was dialyzed with TE buffer containing 150 mM NaCl and incubated with M2-Magnetic beads overnight at 4 °C with rotation. The complexes were washed twice with TBS-T (Tween-20 at 0.05%), and four times with TBS at 4 °C. For H2AK119ub1 and H3K27me3 ChIP, cells were washed with buffer A (10 mM Tris-HCl (pH7.9), 1.5 mM MgCl_2_, 10 mM KCl, 0.1% Triton X-100, protease inhibitors). The resultant chromatin was re-suspended in 200 µl Buffer B (50 mM Tris–HCl (pH7.9), 3.5 mM MgCl_2_, 2 mM CaCl_2_, protease inhibitors) and followed by adding 800 µl of Buffer C (10 mM Tris–HCl (pH7.9), 25% glycerol, 1.5 mM MgCl_2_, 440 mM NaCl, protease inhibitors). After rotation at 4 °C for 10 min, the chromatin was isolated by centrifuging at 1000×*g* at 4 °C for 5 min, washed twice with 200 µl buffer B and 800 µl Buffer C mixture again. The resultant chromatin was re-suspended in 200 µl Buffer B and digested into nucleosome fragments at 37 °C by adding 5 µl 200 U/ml MNase. Reaction was stopped by adding EGTA to 15 mM. After that, nucleosome fragments were crosslinked with 0.5% formaldehyde immediately. Incubate samples on a rotating wheel for 10 min at RT and stop the crosslink by adding glycine. ChIP reactions consisted of 50 µg of chromatin, 5 µg antibody, dynabeads protein A and G (1:1 mixed) and 5 µg of *Drosophila* chromatin spike-in for correct quantification to a final volume of 700 µl. ChIP reactions were incubated at 4 °C overnight with rotation. After incubation, immune complexes were washed with the following buffers: low salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.0), 150 mM NaCl), high salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.0), 500 mM NaCl), LiCl wash buffer (0.25 M LiCl, 1% IGEPAL-CA630, 1% deoxycholic acid (sodium salt), 1 mM EDTA, 10 mM Tris-HCl (pH 8.0)) and TE buffer (10 mM Tris-HCl (pH 8.0), 1 mM EDTA). Antibody-bound chromatin was reverse-crosslinked, and the ChIPed DNA samples were purified for either ChIP-Seq or qPCR amplification. The amounts of immunoprecipitated DNA were normalized to the input. The primers used in the qPCR assays are listed in Supplementary Table 4. All the experiments were repeated for three times.

About 10 ng IPed DNA and input DNA measured by Qubit Fluorometer (Invitrogen) were used to construct DNA library by using ChIP-seq Sample Prep Kit (Illumina). DNA libraries were sequenced and the raw reads were processed with the protocols adopted in previous study^28^. Briefly, the adapter and low quality sequences were trimmed from 3′ to 5′ ends by Trimmomatic^29^. After trimming, reads shorter than 36 bp were discarded. Subsequently, the preprocessed reads were aligned to mouse reference genome (mm9) using Bowtie2^30^. Then, the aligned reads were converted to bam format using samtools^31^ and duplicates were removed by Picard (http://broadinstitute.github.io/picard). Finally, the histone-enriched regions were called by MACS2^32^ with default parameters. For PCGF5 ChIP-seq, enriched peaks were called by MACS2 with *p*-value <10^−4^ as cutoff, then peaks with *q*-value less than 0.01 were chosen for further analysis. Peaks were assigned to the nearby genes by annotatePeaks.pl function in the homer package^33^. Candidate target genes were identified if the peaks were located within ±2.5 kb of their TSSs. The density of histone signal was normalized with internal control as described^34^, then visualized by UCSC genome browser^35^. All tag density heatmaps plots were created by homer and in the R package^36^.

### RNA-seq and bioinformatic analysis

To get high quality RNA-seq reads, raw RNA-seq data were subjected to a processing procedure: (1) Trimming adapter sequence from 3′ to 5′ end; (2) Trimming nucleotide with Phred quality score <5 from 3′ to 5′; (3) read with length less than 19 bps were removed; (4) If two reads were exactly identical to each other, the duplicated read was removed; (5) Remove reads with number of N bases accounting for more than 5%. Then, the remaining paired-end reads were mapped to mouse genome (mm9 assembly) using TopHat2^37^, and gene expression levels were determined by cufflinks in the form of fragments per kilobase of exon per million fragments mapped (FPKM). For differentially expressed gene analysis, we calculated log2 fold change value (log2FC) for each gene in paired *Pcgf5*^*−/−*^ and wild type samples. Upregulated and downregulated genes were selected using 1.5-fold change cutoff, and only genes with a mean RPKM value >1 in at least one condition were included. For functional enrichment analysis, all genes were then ranked by log2FC and used in a weighted, pre-ranked GSEA analysis^38^ against a collection of gene sets from MSigDB and user defined gene sets by using the neurectoderm and mESC-specific gene lists^39^. Significant associations were determined for any gene set having a FWER *p*-value below 0.001.

### Quantification and statistical analysis

Data are presented as mean values ± SD unless otherwise indicated in figure legends. Sample number (*n*) indicates the number of independent biological samples in each experiment. Sample numbers and experimental repeats are indicated in figures and figure legends or methods section above. Data were analyzed using Student’s *t*-test analysis. Differences in means were considered statistically significant at *p* < 0.05. Significance levels are: *p < 0.05; **p < 0.01; ***p < 0.001.

### Data availability

All sequencing data generated in this paper have been deposited in the NCBI. The GEO number for RNA-seq data is: GSE95127; GEO number for ChIP-seq data is: GSE107377. We have deposited the raw data for the qRT-PCR and ChIP-qPCR experiments into figshare (10.6084/m9.figshare.5909101). The authors declare that all the data supporting the findings of this study are available within the article and its supplementary information files, or from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: PCGF5 is required for neural differentiation of embryonic stem cells
**Source:** Nat Commun. 2018 May 15;9:1463. doi: 10.1038/s41467-018-03781-0
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**PCGF5 is required for neural differentiation  
of embryonic stem cells**

Yao et al.

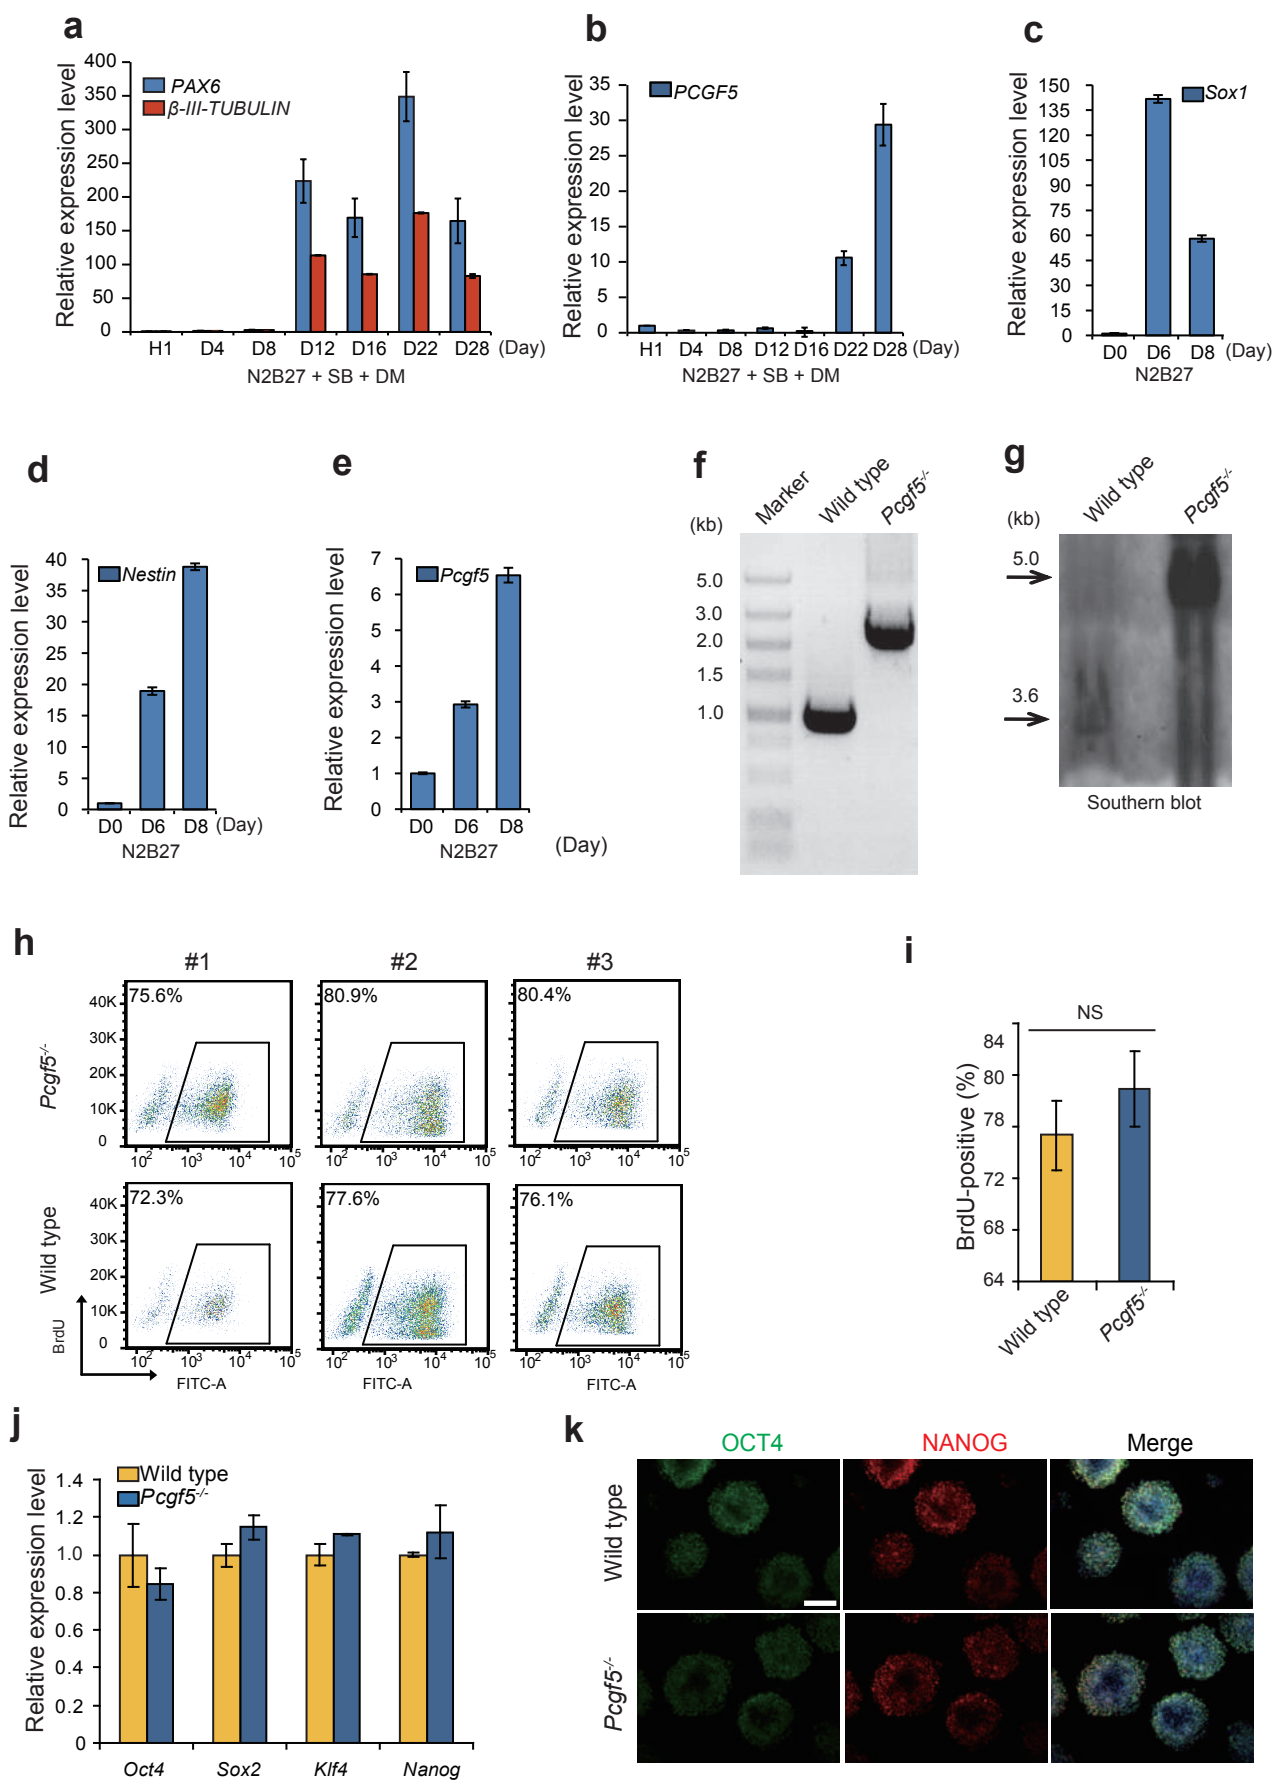

### **Supplementary Figure 1 PCGF5 loss-of-function blocks mESC neural differentiation**

**a** Gene expression analysis of *PAX6* and  $\beta$ -III-TUBULIN during neural differentiation of human embryonic stem cells (H1) from D0-D28 (n=3). Results are shown relative to H1 at day 0. **b** Gene expression analysis of *PCGF5* during neural differentiation of human embryonic stem cells (H1) from D0-D28 (n=3). Results are shown relative to H1 at day 0. **c** Gene expression analysis of *Sox1* during mESC neural differentiation from D0-D8 (n=3). Results are shown relative to day 0. **d** Gene expression analysis of *Nestin* during mESC neural differentiation from D0-D8 (n=3). Results are shown relative to day 0. **e** Gene expression analysis of *Pcgf5* during mESC neural differentiation from D0-D8 (n=3). Results are shown relative to day 0. **f** Gel shows PCR products amplified from genomic DNA of wild type and *Pcgf5*<sup>-/-</sup> mESCs. **g** Southern blot analysis of the targeted alleles. **h** Flow cytometry analysis of wild type and *Pcgf5*<sup>-/-</sup> mESCs. **i** Statistical analysis of BrdU-positive cells described in h. **j** Gene expression analysis of pluripotency genes in wild type and *Pcgf5*<sup>-/-</sup> mESCs (n=3). Results are shown relative to wild type. **k** Immunofluorescence analysis of NANOG and OCT4 in wild type and *Pcgf5*<sup>-/-</sup> mESCs. Scale bar represents 100  $\mu$ m. Data in a-e, i, j, are represented as mean values  $\pm$  s.d. with the indicated significance from Student's t-test (NS, no significant).

**a** GO analysis for down-regulated genes at day 6 after neural differentiation

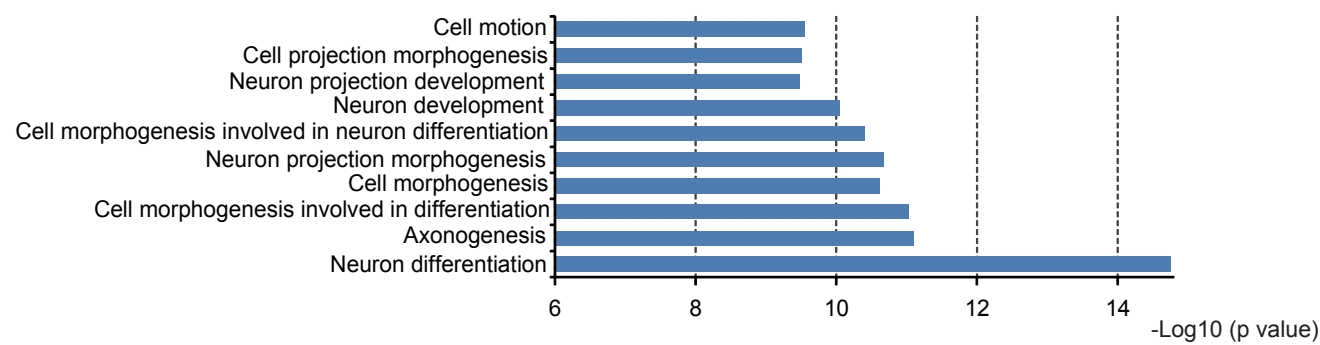

**b** GO analysis for up-regulated genes at day 6 after neural differentiation

**Supplementary Figure 2 PCGF5 loss-of-function blocks neural differentiation**

**a** Gene ontology (GO) analysis of differential expression of down-regulated genes in wild type and *Pcgf5*<sup>-/-</sup> mESCs at day 6 after neural differentiation. Results are expressed as  $-\log_{10}(p \text{ value})$ . **b** GO analysis of differential expression of up-regulated genes in wild type and *Pcgf5*<sup>-/-</sup> mESCs at day 6 after neural differentiation. 

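Gene ontology analysis takes a list of genes and asks, term by term, whether more of the list carries the term than a draw by chance from a background of genes would give. The bars of both panels show the negative logarithm of that p-value, so a longer bar is a smaller p-value and does not say how far the genes changed.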

Results are expressed as  $-\log_{10}(p \text{ value})$ .

**a**

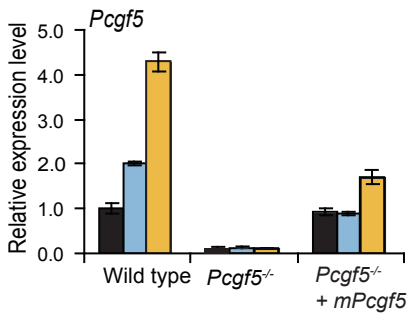

**b**

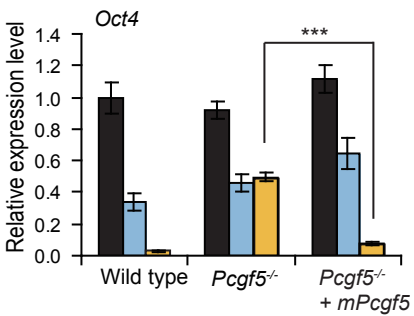

**c**

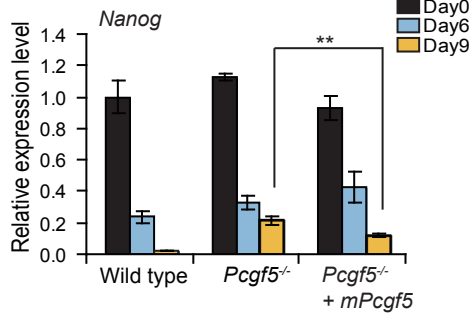

**d**

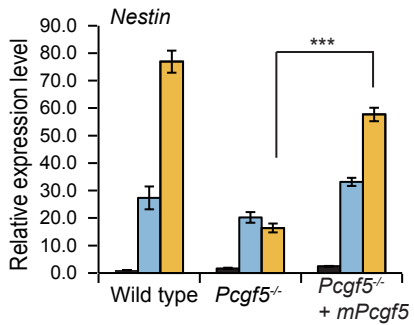

**e**

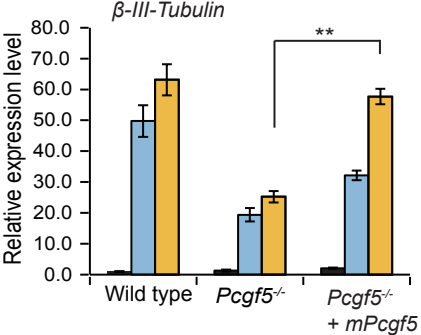

**f**

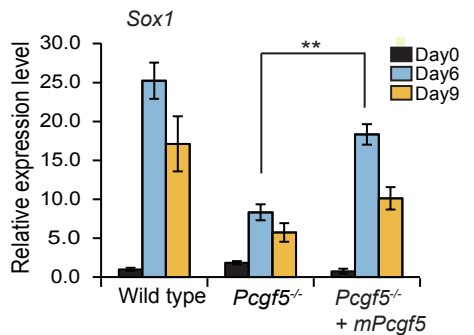

**g**

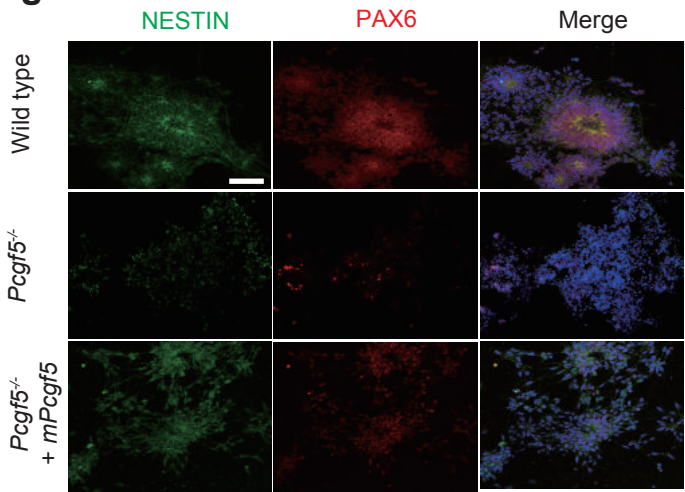

**h**

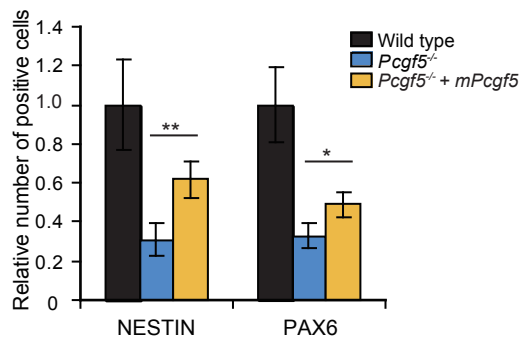

**Supplementary Figure 3 Ectopic PCGF5 rescues mESC neural differentiation defects**

**a-c** Gene expression analysis of *Pcgf5*, *Oct4* and *Nanog* in wild type, *Pcgf5*<sup>-/-</sup> and overexpression of *Pcgf5* in *Pcgf5*<sup>-/-</sup> mESCs during neural differentiation (n=3). Results are shown relative to wild type at day 0. **d-f** Gene expression analysis of *Nestin*, *β-III-tubulin*, *Sox1* in wild type, *Pcgf5*<sup>-/-</sup> and overexpression of *Pcgf5* in *Pcgf5*<sup>-/-</sup> mESCs during neural differentiation (n=3). Results are shown relative to wild type at day 0. **g** Immunostaining of the neural progenitor markers NESTIN and PAX6 in wild type, *Pcgf5*<sup>-/-</sup> and overexpression of *Pcgf5* in *Pcgf5*<sup>-/-</sup> mESCs at day 6 after neural differentiation. Scale bar represents 100 μm. **h** Statistical analysis of NESTIN and PAX6 positive cells in g (n=3). Data in a-f, h are represented as mean values ± s.d. with the indicated significance from Student's t-test (\*p<0.05, \*\*p<0.01, \*\*\*p<0.001).

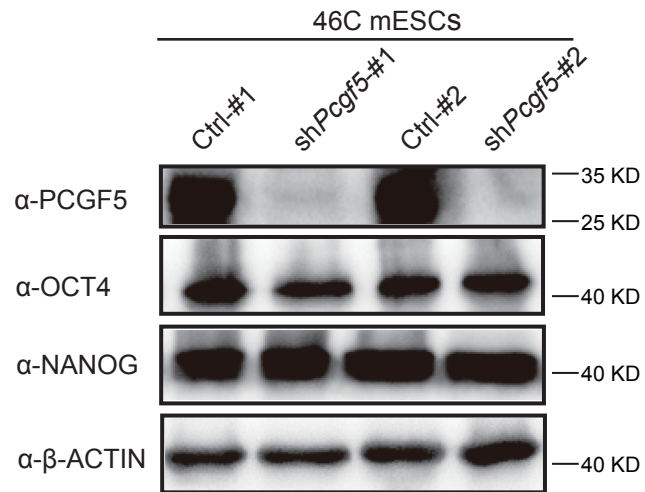

**Supplementary Figure 4 SMAD2/TGF- $\beta$  signaling pathway is activated in PCGF5-deficient NPCs**

Western blot analysis of NANOG and OCT4 level in control and PCGF5-deficient 46C mESCs.

**a**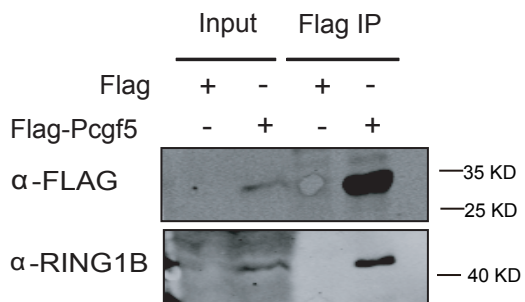**b**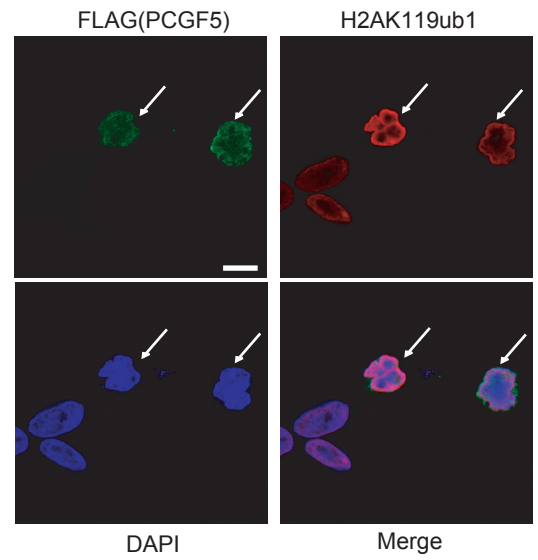**c**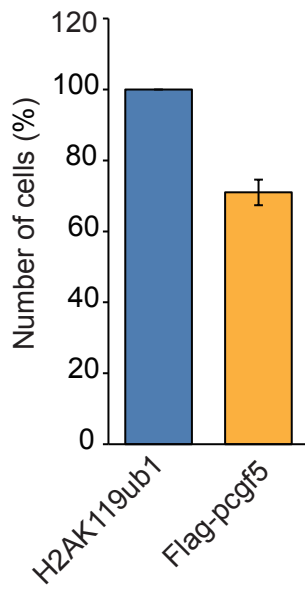**d**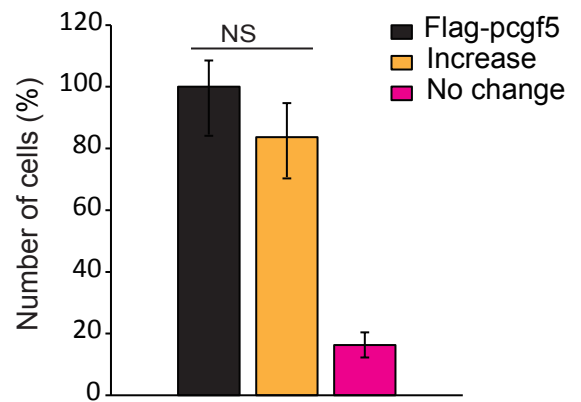

**Supplementary Figure 5 PCGF5 increases histone H2AK119ub1 level *in vivo***

**a** Detection of the interaction between Flag-PCGF5 and RING1B. Flag-tagged empty vector was used as a control. **b** Immunostaining analysis of Flag-PCGF5 and histone H2AK119ub1 in 293T cells. Scale bar represents 100  $\mu$ m. **c** Percentage of H2AK119ub1 and Flag-PCGF5 positive cells in **b** (n=3). **d** Immunostaining analysis of the percentage of cells with H2AK119ub1 in overexpressed Flag-PCGF5 in **b** and the correlation between Flag-PCGF5 positive cells and H2AK119ub1 level. Data in **c**, **d** are represented as mean values  $\pm$  s.d. with the indicated significance from student's t-test (NS, no significance).

**a**

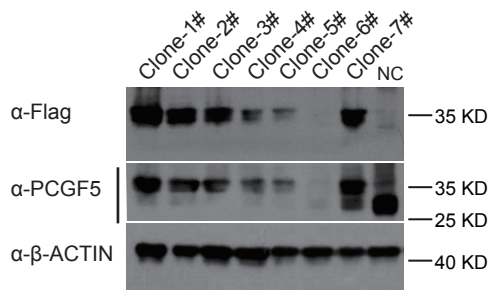

**b**

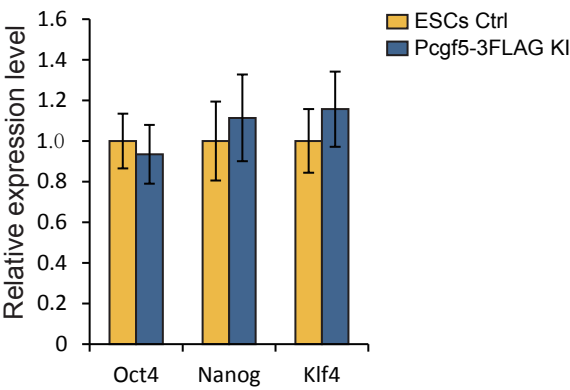

**Supplementary Figure 6 Effects of Flag-PCGF5 knockin on the expression of pluripotency genes in mESCs**

**a** Western blot analysis of Flag (Flag-PCGF5) and PCGF5 in Flag-tagged PCGF5 knockin mESCs. **b** Gene expression analysis of pluripotency genes in wild type and Flag-PCGF5 knockin mESCs (n=3). Results are shown relative to wild type. Data in b are represented as mean values  $\pm$  s.d..

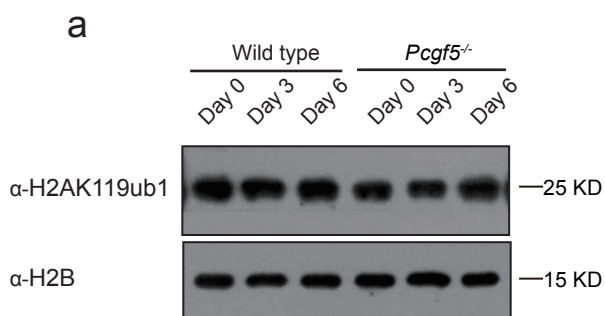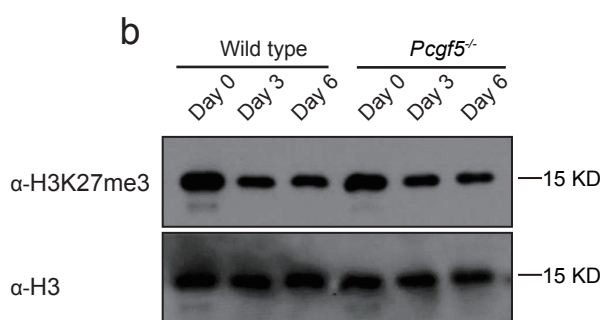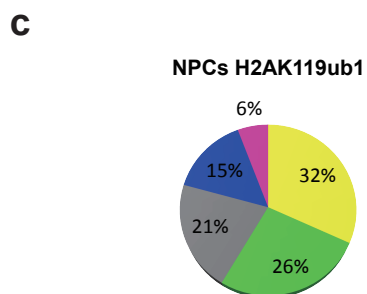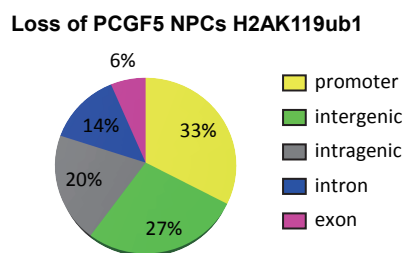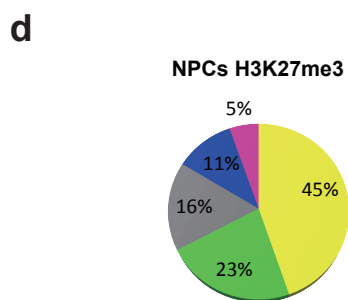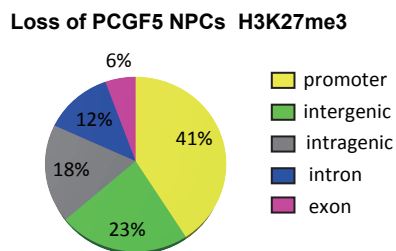

**Supplementary Figure 7 Effects of PCGF5 deficient on the level and distribution of H2AK119ub1 and H3K27me3**

**a** Western blot analysis of histone H2AK119ub1 level during neural differentiation of both wild type and *Pcgf5*<sup>-/-</sup> mESCs. **b** Western blot analysis of histone H3K27me3 level during neural differentiation of both wild type and *Pcgf5*<sup>-/-</sup> mESCs. **c** Genome-wide distribution of histone H2AK119ub1 in both wild type and PCGF5-deficient NPCs at day 6 after neural differentiation. **d** Genome-wide distribution of histone H3K27me3 in both wild type and PCGF5-deficient NPCs at day 6 after neural differentiation.

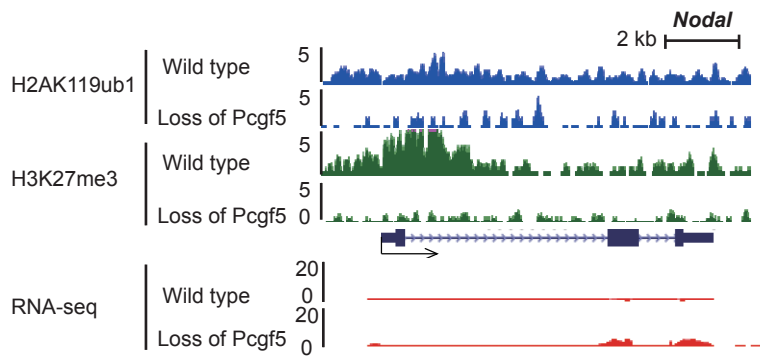

**Supplementary Figure 8 Gene track analysis of binding profiles at the Nodal promoter**

UCSC genome browser view of H2AK119ub1 and H3K27me3 binding profiles at the promoter of *Nodal* gene in both wild type and PCGF5-deficient NPCs.

**a**

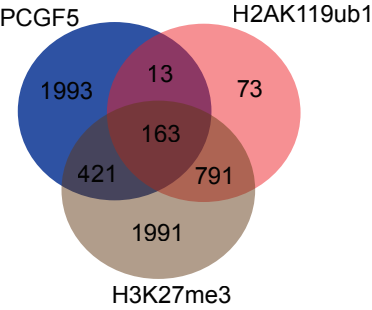

**b**

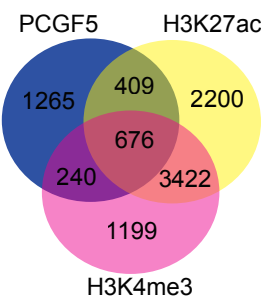

**c**

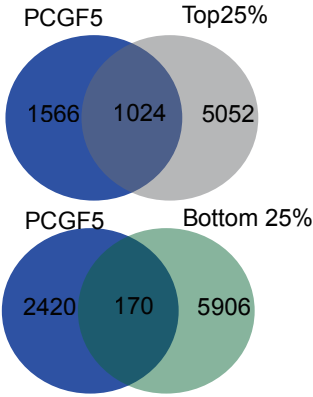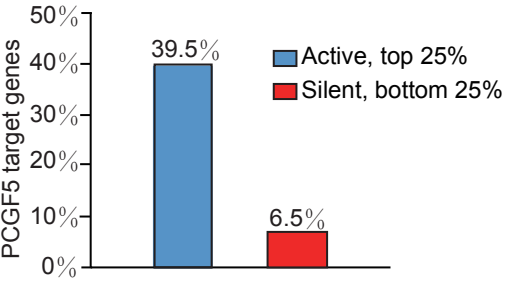

**Supplementary Figure 9 Overlap analysis of PCGF5 binding sites with histone repressive and active marks**

**a** Venn diagram showing the overlap of genes bound by PCGF5 (blue), H2AK119ub1 (pink) and H3K27me3 (brown) in wild type NPCs at day 6 after neural differentiation. **b** Venn diagram showing the overlap of genes bound by PCGF5 (blue), H3K27ac (yellow) and H3K4me3 (purple) in wild type NPCs at day 6 after neural differentiation. **c** Percentage of PCGF5 target genes overlapped with the highest (top 25%, blue bar) and the lowest (bottom 25%, red bar) expressed genes in wild type NPCs at day 6 after neural differentiation.

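In panel c, genes are ranked by their expression in wild-type cells at day 6, and the PCGF5 target genes are counted among the highest and the lowest 25%. If binding were unrelated to expression, each bar would stand near 25%. The background matters, since genes without any reads fall in the lowest group when every annotated gene is ranked.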

a

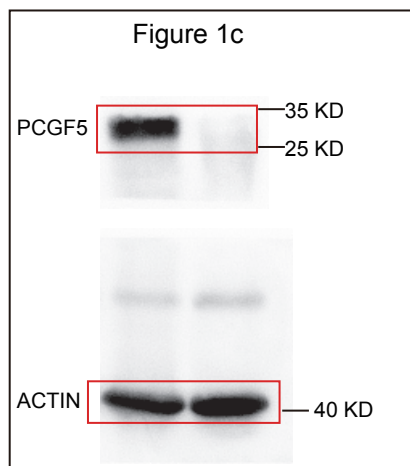

b

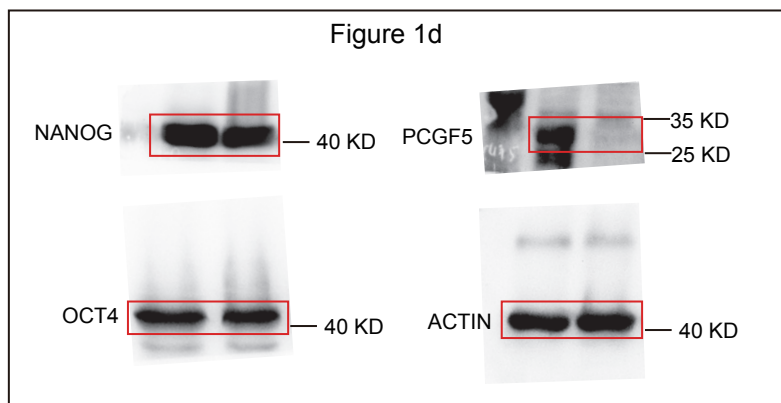

c

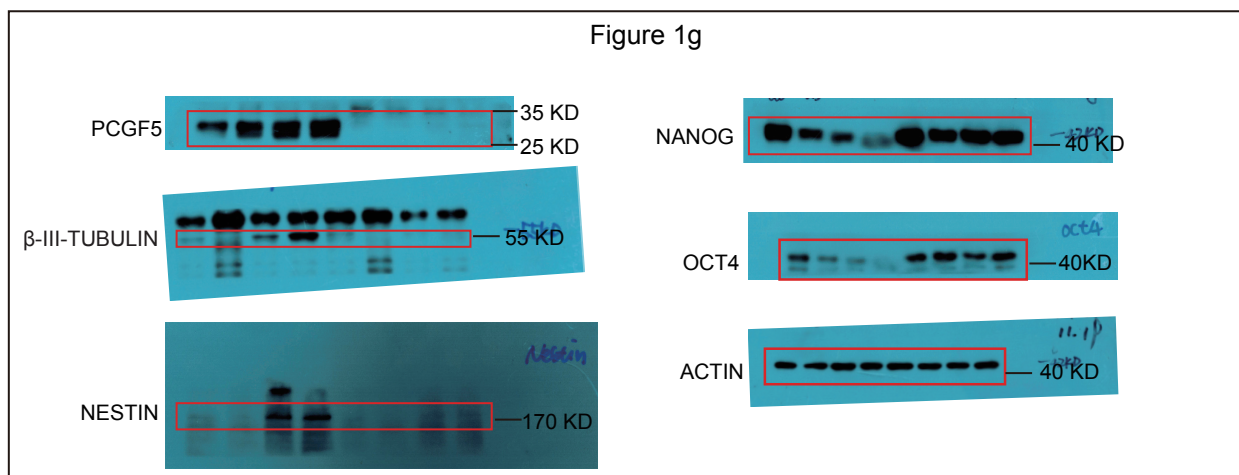

d

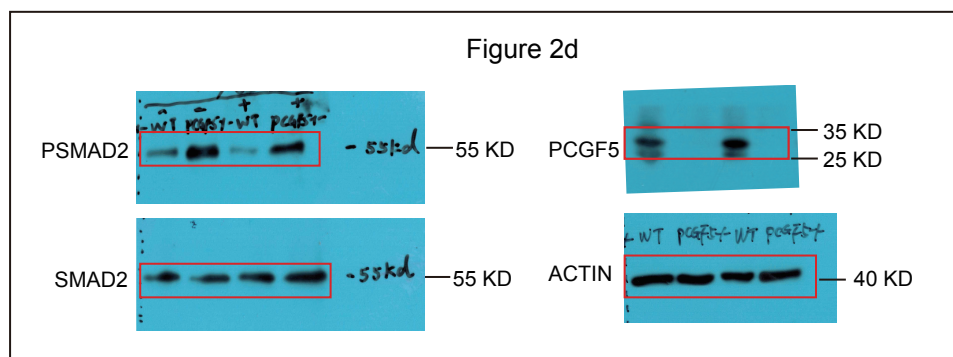

**Supplementary Figure 10 Original photos of Western blots are shown for figure 1 and 2**

**a** Western blot analysis of PCGF5 expression in wild type and *Pcgf5*<sup>-/-</sup> mESCs for figure 1c. ACTIN was used as the loading control. Red box indicates the location of target protein. KD: Kilodaltons. **b** Western blot analysis of PCGF5, NANOG and OCT4 expressions in wild type and *Pcgf5*<sup>-/-</sup> mESCs for figure 1d. ACTIN was used as the loading control. Red box indicates the location of target protein. KD: Kilodaltons. **c** Western blot analysis of PCGF5, pluripotent markers (OCT4, NANOG), neural markers (NESTIN,  $\beta$ -III-TUBULIN) in wild type and *Pcgf5*<sup>-/-</sup> mESCs during neural differentiation of mESCs for figure 1g. ACTIN was used as the loading control. KD: Kilodaltons. **d** Western blot analysis of PSMAD2 in wild type and *Pcgf5*<sup>-/-</sup> cells at day 6 after neural differentiation for figure 2d. DMSO or LY2109761 (1  $\mu$ M) was added during neural differentiation. ACTIN was used as the loading control. KD: Kilodaltons.

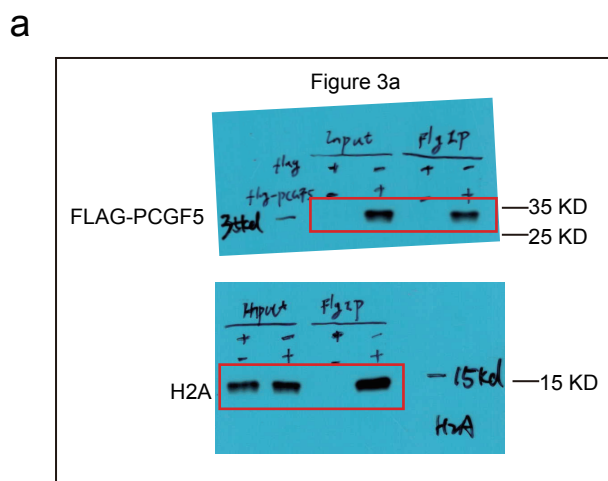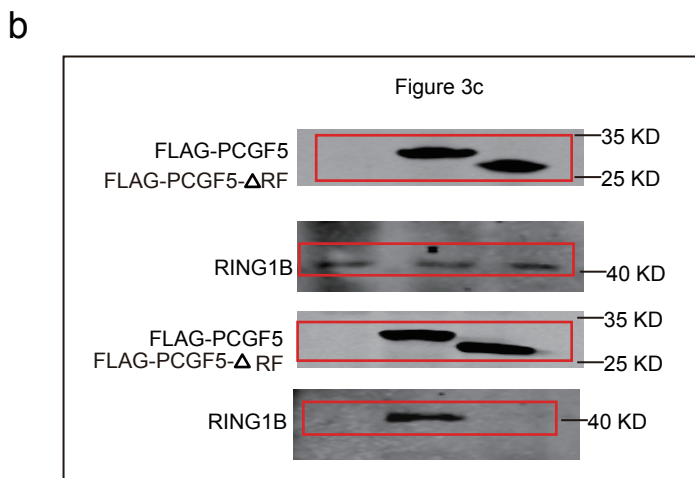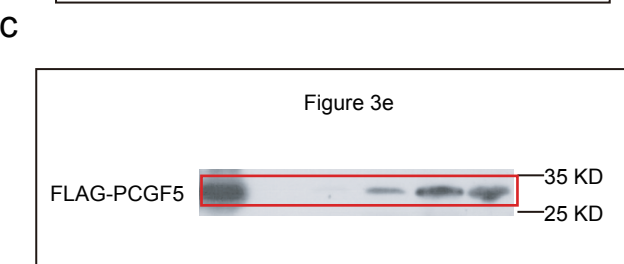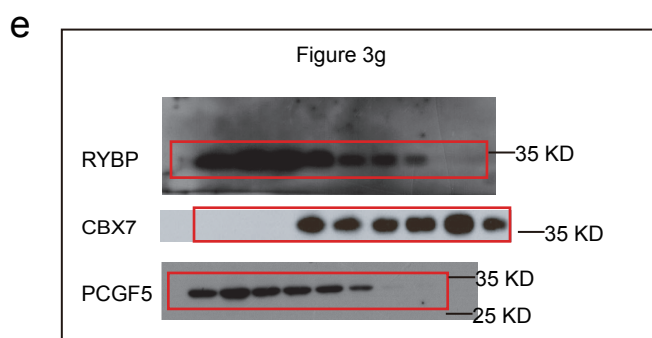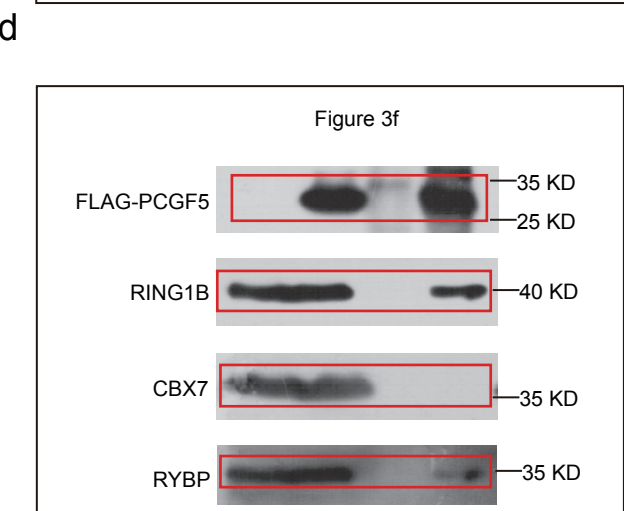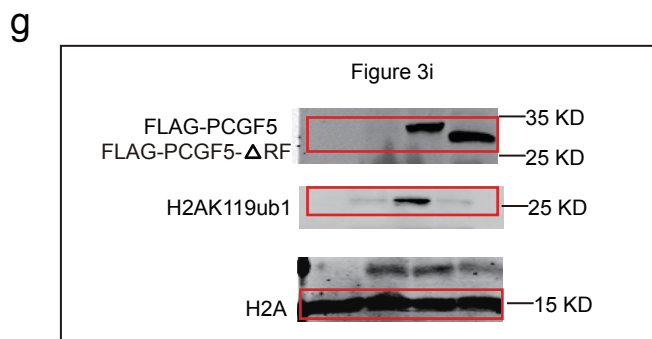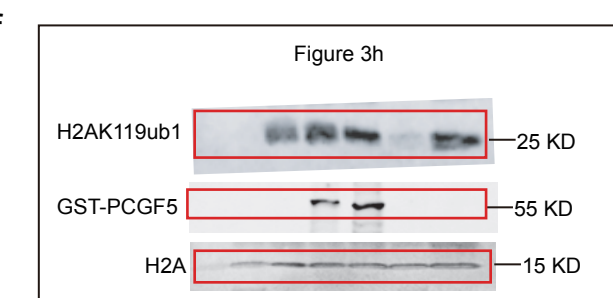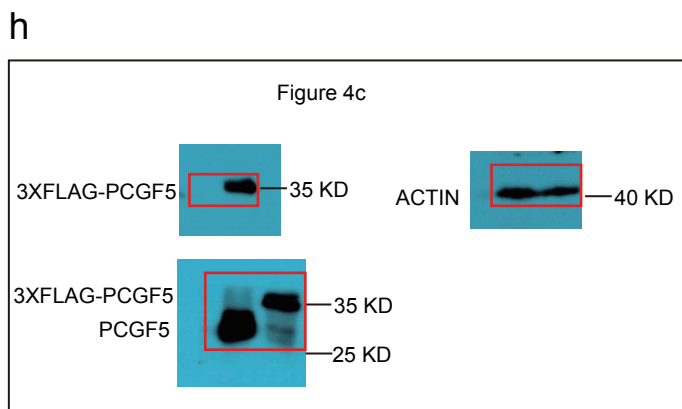

**Supplementary Figure 11 Original photos of Western blots are shown for figures 3 and 4**

**a** Western blot analysis of the interaction between Flag-PCGF5 and H2A for figure 3a. Flag-tagged empty vector was used as control. KD: Kilodaltons. **b** Western blot analysis of the interaction between RING1B and PCGF5 with or without a Ring-finger for figure 3c. KD: Kilodaltons. **c** GST pull-down assay using immobilized GST only or recombinant GST-Ring1b N terminus (GST-Ring1b-N), Ring finger (GST-Ring1b-RF), C terminus (GST-Ring1b-C), and full-length (GST-Ring1b) proteins probed with anti-FLAG antibody (Flag-PCGF5) by Western blot for figure 3e. KD: Kilodaltons. **d** Western blot analysis of the interaction between Flag-PCGF5 and PRC1 subunits by Flag co-IP in 293T cells for figure 3f. Flag-tagged empty vector was used as a control. KD: Kilodaltons. **e** Western blot analysis of every fraction from a 10%-30% sucrose gradient for figure 3g. KD: Kilodaltons. **f** Western blot analysis of *in vitro* H2A monoubiquitylation assay with nucleosome, GST purified PCGF5, PCGF4, RING1B, E1, E2 and ubiquitin for figure 3h. H2A as the loading control. KD: Kilodaltons. **g** Western blot analysis of *in vitro* H2A monoubiquitylation assay with purified Flag-tagged PCGF5 and Flag-tagged PCGF5 without a Ring-finger in 293T cells for figure 3i. H2A as the loading control. KD: Kilodaltons. **h** Western blot analysis of the Flag (Flag-PCGF5), PCGF5 in wild type and Pcgf5-3 × Flag knockin mESCs at day 6 after neural differentiation for figure 4c. ACTIN was used as the loading control. KD: Kilodaltons.

a

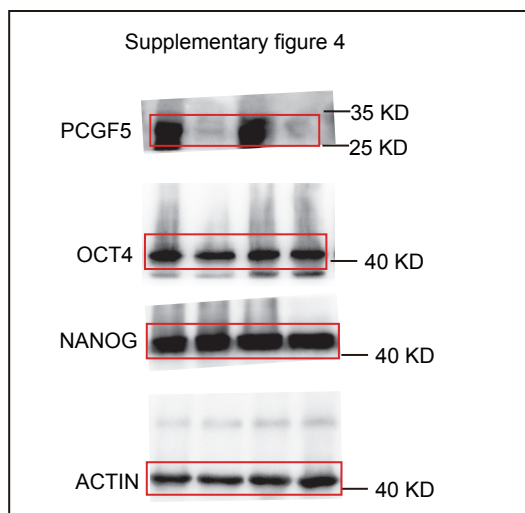

b

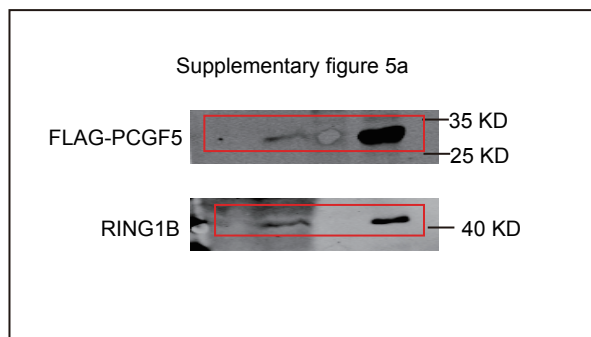

c

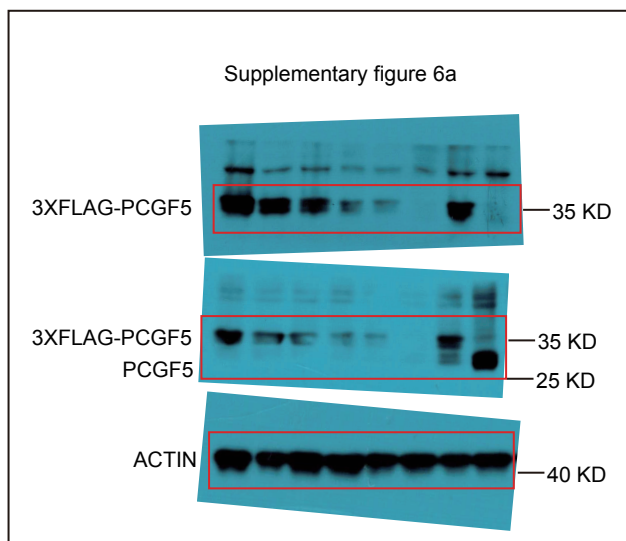

d

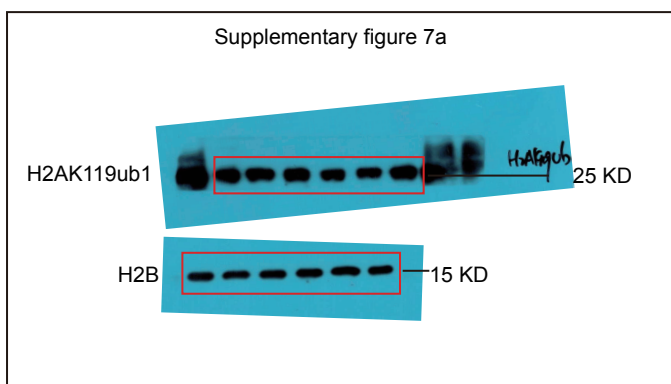

e

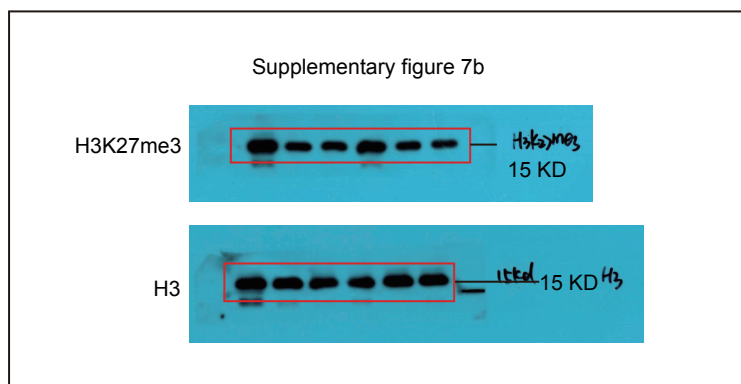

**Supplementary Figure 12 Original photos of Western blots are shown for Supplementary figure 4-7**

**a** Western blot analysis of NANOG and OCT4 levels in control and PCGF5-deficient 46C mESCs for supplementary figure 4. ACTIN was used as the loading control. KD: Kilodaltons. **b** Western blot analysis of the interaction between RING1B and PCGF5 for supplementary figure 5a. KD: Kilodaltons. **c** Western blot analysis of Flag (Flag-PCGF5) and PCGF5 in Flag-tagged PCGF5 knockin mESCs for supplementary figure 6a. ACTIN was used as the loading control. KD: Kilodaltons. **d** Western blot analysis of histone H2AK119ub1 levels during neural differentiation of both wild type and *Pcgf5*<sup>-/-</sup> mESCs for supplementary figure 7a. H2B was used as the loading control. KD: Kilodaltons. **e** Western blot analysis of histone H3K27me3 levels during neural differentiation of both wild type and *Pcgf5*<sup>-/-</sup> mESCs for supplementary figure 7b. H3 was used as the loading control. KD: Kilodaltons.

**Supplementary Table 1 Sequences of Oligos, related to experimental procedures**

|                                                                                                                             |                                                              |
|-----------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------|
| Sequences of shRNA Oligos, related to experimental procedures                                                               |                                                              |
|                                                                                                                             | Oligonucleotieds sequences(5`-3`)                            |
| pLKO-sh <i>pcgf5</i> - #1                                                                                                   | CCGG GTTGGATGTGCTGTGCAAT CTCGAG ATTGCACAGCACATCCAAC TTTTGTG  |
|                                                                                                                             | AATTCAAAAA GTTGGATGTGCTGTGCAAT CTCGAG ATTGCACAGCACATCCAAC    |
| pLKO-sh <i>pcgf5</i> - #2                                                                                                   | CCGG GCAGTATCGACCGAGAATT CTCGAG AATTCTCGGTCTGATACTGC TTTTGTG |
|                                                                                                                             | AATTCAAAAA GCAGTATCGACCGAGAATT CTCGAG AATTCTCGGTCTGATACTGC   |
| Sequences of TALEN designed primers, Related to experimental procedures                                                     |                                                              |
|                                                                                                                             | Oligonucleotieds sequences(5`-3`)                            |
| PGK-NEO-F (P1)                                                                                                              | cgg ggtacc AATTCTACCGGGTAGGGGAGGCGCT                         |
| PGK-NEO-R (P2)                                                                                                              | cgc ggatcc CCCCAGCTGGTTCTTTCCGCCT                            |
| PGK-PURO-F (P1)                                                                                                             | cgg ggtacc TACCGGGTAGGGGAGGC                                 |
| PGK-PURO-R (P2)                                                                                                             | cgc ggatcc CAGACATGATAAGATACATTGATGAG                        |
| m <i>Pcgf5</i> -talen-R-F (P3)                                                                                              | CGC GGATCC CGACAGTGACGGAATGCCT                               |
| m <i>Pcgf5</i> -talen-R-R (P4)                                                                                              | CCC AAGCTT ACTTTTCGTACATATAAAAATTAGGATAAT                    |
| m <i>Pcgf5</i> -talen-L-F (P5)                                                                                              | CG GAATTC CAAACTGGGAGTGGTGGGTC                               |
| m <i>Pcgf5</i> -talen-L-R (P6)                                                                                              | CGG GGTACC GCTTGATCAGATAGCCTTTACAG                           |
| Sequences of CRISPR/Cas9 designed primers for 3XFlag tagged PCGF5 mES stable cell lines, Related to experimental procedures |                                                              |
|                                                                                                                             | Oligonucleotieds sequences(5`-3`)                            |
| Cas9- <i>pcgf5</i> -sgRNA-F                                                                                                 | ACAAAGGTATGCGTAAAGCT                                         |
| Cas9- <i>pcgf5</i> -sgRNA-R                                                                                                 | AGCTTTACGCATACCTTTGT                                         |

**Supplementary Table 2 List of primers used for qRT-PCR analysis**

| Application | Species | Gene                 | Forward primer             | Reverse primer            |
|-------------|---------|----------------------|----------------------------|---------------------------|
| qRT-PCR     | Mouse   | <i>Gapdh</i>         | AAC TTTGGCATTGTGGAAGGGCTCA | TTGGCAGCACCAGTGGATGCAGGGA |
| qRT-PCR     | Mouse   | <i>Klf4</i>          | AACATGCCCGGAACTTACAAA      | TTCAAGGGAATCCTGGTCTTC     |
| qRT-PCR     | Mouse   | <i>Lefty1</i>        | CCAACCGCACTGCCCTTAT        | CGCGAAACGAACCAACTTGT      |
| qRT-PCR     | Mouse   | <i>Lefty2</i>        | CAGCCAGAATTTTCGAGAGGT      | CAGTGC GATTGGAGCCATC      |
| qRT-PCR     | Mouse   | <i>Nanog</i>         | CTCAAGTCTGAGGCTGACA        | TGAAACCTGTCTTGAGTG C      |
| qRT-PCR     | Mouse   | <i>Nestin</i>        | CCCTGAAGTCGAGGAGCTG        | CTGCTGCACCTCTAAGCGA       |
| qRT-PCR     | Mouse   | <i>Nodal</i>         | TTCAAGCCTGTTGGGCTCTAC      | TCCGGTCACGTCCACATCTT      |
| qRT-PCR     | Mouse   | <i>Oct4</i>          | TAGGTGAGCCGTCTTCCAC        | GCTTAGCCAGGTTGAGGAT       |
| qRT-PCR     | Mouse   | <i>Pcgf5</i>         | ATGGCTACCCAAAGGAAACA       | AACTTGGTTGCCACACCTTG      |
| qRT-PCR     | Mouse   | <i>Sox1</i>          | GCACACAGCGTTTTCTCGG        | ACATCCGACTCCTCTTCCC       |
| qRT-PCR     | Mouse   | <i>Sox2</i>          | CTGCAGTACAACCTCATGACCAG    | GGACTTGACCACAGAGCCCAT     |
| qRT-PCR     | Mouse   | <i>β-III-tubulin</i> | ACTTGGAACCTGGAACCATGG      | GGCCTGAATAGGTGTCCAAAGG    |
| qRT-PCR     | Human   | <i>GAPDH</i>         | TCCAAAATCAAGTGGGGCGAT      | TTCTAGACGCGAGGTCAGGTC     |
| qRT-PCR     | Human   | <i>KDM2A</i>         | CTGCTCCCTCTGGGTAGTCT       | TCTGCCTCTGGGAAAATCCG      |
| qRT-PCR     | Human   | <i>KDM2B</i>         | GTCGGATGAGCACTCGAAGA       | CCAGGTTTGAGCCGCTTGC       |
| qRT-PCR     | Human   | <i>KDM3A</i>         | TGAGCCACACAGACAGGTTG       | TTGAAGATGGTGGTGTGCGA      |
| qRT-PCR     | Human   | <i>KDM3B</i>         | TTCGCGGACACTGCGG           | AAAGATCGTAGGTCTCTGGG      |
| qRT-PCR     | Human   | <i>KDM4A</i>         | AAAGCAGTAGGATCGGCCAG       | AATCTACAGCCCAAGCCCC       |
| qRT-PCR     | Human   | <i>KDM4B</i>         | GCAGGTCTCACC GGAAACG       | TACCCTCCCAGGGAAC TTG      |
| qRT-PCR     | Human   | <i>KDM4C</i>         | AAAGTTACATCCCCTCCGCC       | CTAAACACGATGCTGGCTGC      |
| qRT-PCR     | Human   | <i>KDM4D</i>         | TCCTTCA TTCCGGTACTGCG      | GGAAGCAGGAGTCGTTGGAT      |
| qRT-PCR     | Human   | <i>KDM5A</i>         | GGGGTTTCTGTGTTGAACGG       | GGGGAACCGGTGGAGAAAAG      |
| qRT-PCR     | Human   | <i>KDM5B</i>         | AAGATGGGGTTTGCTCCTGG       | GTCTGTGGTCAGGTTTGGCT      |
| qRT-PCR     | Human   | <i>KDM5C</i>         | CATCACCAGTCAGTGGAGCA       | TCGGGGGAGGATCAGAATGT      |
| qRT-PCR     | Human   | <i>KDM5D</i>         | AGGAATACAAGCCCCACAGC       | TGTAGGCTCTGGATCAGGCT      |
| qRT-PCR     | Human   | <i>KDM6A</i>         | AGCTGAAGGAAAAGTGAGTCT      | AGGCAGCATTCTTCCAGTAGT     |
| qRT-PCR     | Human   | <i>KDM6B</i>         | GTACCGCACTGAGGAGCTG        | GGGCTCAGGGAAAGGCG         |
| qRT-PCR     | Human   | <i>JMJD5</i>         | GCGCGGGTTTTATACTCTGC       | TGCATTTCTCGCGGCTCATA      |
| qRT-PCR     | Human   | <i>FIH1</i>          | CGACTAGGCCCATTCGCG         | CCACAGGCTCCTCATTCTCAA     |
| qRT-PCR     | Human   | <i>JMJD1C</i>        | GCATTACATCACGACGCAGG       | GGACTATTTGCTTGGGCACG      |
| qRT-PCR     | Human   | <i>JARID2</i>        | ATGGTGATTTTGGAAAGCTC       | CTGGAACCATTGAAAACATG      |
| qRT-PCR     | Human   | <i>UTY</i>           | GCACCACTGGTTTTGTAGCTG      | GCACTGTGTCCAGTTGCTTG      |
| qRT-PCR     | Human   | <i>WDFY3</i>         | GTGTGCAGTCTGTGATATCTGAA    | ACTTAAGTACCTGGACTATTGCAT  |
| qRT-PCR     | Human   | <i>TET2</i>          | GGGAAGCCAGAATAGTCGTG       | ACCCCGAAGTTACGTCTTTC      |
| qRT-PCR     | Human   | <i>PHF2</i>          | CTGCCTCTAACCACAGCGAG       | GGTGAGTGTGGCGTAGATCC      |
| qRT-PCR     | Human   | <i>PHF8</i>          | AAGGTTCAACGTCCCTGCTC       | CCCCTGTGAAGGAAGCTCTG      |
| qRT-PCR     | Human   | <i>HSPBAP1</i>       | TAAAGCGTTTTCTCAGTTCCG      | AGGTGATCCTCTTCTGTCTCT     |
| qRT-PCR     | Human   | <i>PCGF1</i>         | ATCGCGATGAGGCTTCGGAA       | GCACTCTGTGATGGTGGTG       |
| qRT-PCR     | Human   | <i>PCGF2</i>         | ATGCATCGGACTACACGGAT       | CGTCACACATGGGGCAGTAT      |
| qRT-PCR     | Human   | <i>PCGF3</i>         | ACCGAGTGTCTGCACACCTT       | CATTTCCGCTTCTTGAGGC       |
| qRT-PCR     | Human   | <i>PCGF4</i>         | GAGCTAAATCCCCACCTGAT       | AGTAGTGGTCTGGTCTTGTG      |
| qRT-PCR     | Human   | <i>PCGF5</i>         | GCAGGTGGGACAGACTTGG        | CCTTTTGGTGGTTCCGCTTT      |
| qRT-PCR     | Human   | <i>PCGF6</i>         | GACGAGGAGTTGGAAGAAGA       | GAGATTAATCAGGCGCTCCT      |
| qRT-PCR     | Human   | <i>PAX6</i>          | ATGCAGAACAGTCACAGCGG       | GTTGGACACCTGCAGAATTC      |
| qRT-PCR     | Human   | <i>β-III-TUBULIN</i> | ATGGACAGTGTCCGCTCAGG       | TTTCACACTCCTTCCGCACC      |

### Supplementary Table 3 List of antibodies used in this study

| Name of antibody            | WB     | ChIP-qPCR | ChIP-Seq | IF     | Company                   | Catalog Number |
|-----------------------------|--------|-----------|----------|--------|---------------------------|----------------|
| Flag                        | 1:1000 | 2μg       | -        | 1:200  | Sigma                     | F1804          |
| H2AK119ub1                  | 1:1000 | 2μg       | 5μg      | 1:1000 | Cell Signaling Technology | #8240          |
| H3K27me3                    | 1:1000 | -         | -        | -      | GeneTex                   | GTX54106       |
| H3                          | 1:5000 | -         | -        | -      | Abcam                     | ab1791         |
| H3K27me3                    | -      | 2μg       | 5μg      | -      | Abcam                     | ab6002         |
| H2A                         | 1:1000 | -         | -        | -      | Abcam                     | ab18255        |
| H2B                         | 1:1000 | -         | -        | -      | Cell Signaling Technology | 12364S         |
| Anti-FLAG M2 Magnetic Beads | -      | -         | 15μL     | -      | Sigma Aldrich             | M8823          |
| Mouse IgG                   | -      | 2μg       | -        | -      | Santa Cruz Biotechnology  | sc-2025        |
| Nanog                       | 1:5000 | -         | -        | 1:500  | Novus Life Sciences       | 58842          |
| Nestin                      | 1:500  | -         | -        | 1:500  | BD Biosciences            | 611658         |
| Oct3/4                      | 1:2000 | -         | -        | 1:200  | Santa Cruz Biotechnology  | sc-5279        |
| Pax6                        | -      | -         | -        | 1:100  | Abcam                     | ab5790         |
| Pcgf5                       | 1:200  | -         | -        | -      | Abcam                     | ab201511       |
| pSmad2                      | 1:2000 | -         | -        | -      | Cell Signaling Technology | #3108          |
| Rabbit IgG                  | -      | 2μg       | -        | -      | Santa Cruz Biotechnology  | sc-2027        |
| β-III-tubulin               | 1:1000 | -         | -        | -      | Cell Signaling Technology | #5568S         |
| Ring1B                      | 1:1000 | -         | -        | -      | Abcam                     | ab194666       |
| Rybp                        | 1:1000 | -         | -        | -      | Abcam                     | ab5976         |
| Cbx7                        | 1:1000 | -         | -        | -      | Abcam                     | ab21873        |
| Smad2/3                     | 1:2000 | -         | -        | -      | Cell Signaling Technology | #3102          |
| β-actin                     | 1:5000 | -         | -        | -      | Abcam                     | ab3280         |

Abbreviations: WB, Western Blotting; ChIP, Chromatin immunoprecipitation; IF, Immunofluorescence

**Supplementary Table 4 List of primers used for ChIP-qPCR analysis**

| Application | Species | Gene          | Forward primer       | Reverse primer       |
|-------------|---------|---------------|----------------------|----------------------|
| ChIP-qPCR   | Mouse   | <i>Cdh2</i>   | GTAGGAACATCCCTGGTCGG | CGAGTTCTTTTGCCACTCCG |
| ChIP-qPCR   | Mouse   | <i>Lefty1</i> | CTTTTGCACACCTGGGAAGC | TCCCAGTGTCTGGAATGTGC |
| ChIP-qPCR   | Mouse   | <i>Lefty2</i> | GGGCACTTTTAGGGACGCAT | AGGACCTGTTCTCGGTCAT  |
| ChIP-qPCR   | Mouse   | <i>Nestin</i> | GAGGAACCCAGCCTGCTATG | CAAGAGTCGCCTCGAGAAGG |
| ChIP-qPCR   | Mouse   | <i>Nodal</i>  | TCCAAACAGCCCACCATGAG | GGTGGAGTAGAGCCCAACAG |
| ChIP-qPCR   | Mouse   | <i>Pou3f2</i> | CGGGAGGGGTCATCCTTTTC | TCAAATGCCCTAAGCCCTCG |
| ChIP-qPCR   | Mouse   | <i>Sox1</i>   | AAGTTGCGGTCCCAGAGTTG | CTCCTCTTGTCGGCTCGAAG |

# Supplementary material for: PCGF5 is required for neural differentiation of embryonic stem cells
**Source:** Nat Commun. 2018 May 15;9:1463. doi: 10.1038/s41467-018-03781-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** Differentially expressed genes in WT vs. PCGF5<sup>-/-</sup> ESCs at Day 0 and Day 6.

### **File Name: Supplementary Data 2**

**Description:** PCGF5 binding profiles in ESCs and NPCs.

### **File Name: Supplementary Data 3**

**Description:** H2AK119ub1 and H3K27me3 profiles in WT and PCGF5<sup>-/-</sup> ESCs and NPCs.

How the deposited data were processed for this re-analysis (not part of the article)

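RNA was sequenced from wild-type and *Pcgf5*-/- mESCs at day 0 and day 6 of neural differentiation, with 2 samples in each of the 4 conditions. The condition and replicate number of each sample were taken from its label and from the sample list in Supplementary Data 1. The authors trimmed adapters and low-quality ends, removed short reads, identical duplicate reads and reads with many undetermined bases, and aligned the paired-end reads to the mouse genome build mm9 with TopHat2. The authors then computed an FPKM value for each gene with cufflinks, and these deposited FPKM values are already scaled for library size and gene length. The versions of these programs and the annotation are not named in the paper's text. Removing identical reads lowers the values of the most abundant transcripts, and FPKM values do not tell how many fragments stand behind a value. The aligned fragments listed by the paper range from 13756613 to 17774493 per sample. The depth of a sample could be traced in the FPKM values, since the most common ratio between the low values of a pair of samples matched the log2 ratio of their aligned fragments with a median error of 0.0190.

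The files list 24849 genes, of which 5057 are listed at 0 in all samples and 1381 have a locus shorter than 300 bp, for which FPKM values are unreliable. FPKM values were analysed as log2(FPKM + 1) over the 13214 genes with a mean FPKM over 1 in at least one condition, so a fold change is on the log2(FPKM + 1) scale and is smaller than the ratio of FPKM for weakly expressed genes. All 8 samples entered one fit of limma 3.58.1 in R 4.3.3, with a mean for each condition, a trend of the variance on expression and no replicate block, since with 2 samples per condition a shared estimate of the spread is steadier. Contrasts were the genotypes at day 0 and at day 6, the days within each genotype, and the difference of the genotype effect between the days. P-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. The fit was tested on simulated data made from the means and spread of the samples, in 5 runs with 200 changed genes each. It called 90.0% of the genes changed 4-fold and 49.0% of those changed 2-fold, and 3.29% of the called genes had not been changed. In these runs the genes varied independently of each other.

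The fold rule behind Supplementary Data 1 was worked out from its listed values: the log2 ratio of the mean FPKM values with 0.01 added, at least that of a 3-fold change, with a mean over 1 FPKM in one genotype. It uses no test. The paper's statistics section names a general test for the whole paper, and the text names none for the numbers of changed genes.

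Gene lists were the genes shown in Fig. 1e and Fig. 2b, the PCGF5-bound TGF-β genes of Supplementary Data 2, 8 lists of cell-type markers, and genes near peaks listed by the paper. Each list was described by the median log2 fold change of its genes, by limma's camera test with an inter-gene correlation of 0.01, and by the percentile of its median among 10000 random lists of the same size matched on mean expression. Camera p-values were adjusted over the marker lists and, separately, over the 4 lists taken from the paper, the latter a step added after the values had been seen, and they rest on 2 samples per condition. Of simulated lists without a change, 2.50% had a camera p-value under 0.05. The simulated genes varied independently, so this does not test lists whose genes vary together. The mESC genes had list medians of 4.27 and 2.93 in the wild-type samples of day 6. Camera p-values of such lists can be too small. A further matching used the change of each gene in wild type over the 6 days, taken from the other replicate number than the genotype effect. Reactome gene sets of 10 to 500 genes came from the fgsea package 1.28.0. Shares were compared with Fisher's exact test in scipy 1.17.1. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

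The genes named in the text belong to a rule set at the start: those of Fig. 1e, Fig. 2b and the PCGF family, those the paper names, the extremes of each list, and for each contrast the 5 largest rises and falls among the genes past the threshold whose samples lay apart, with a locus of at least 300 bp. For the difference of the genotype effect between the days, lying apart was taken to mean that all differences between single samples of the genotypes at day 6 lay beyond all those at day 0. From the genes that meet the rule, those printed were chosen after their values had been seen. Coordinates are those of NCBIM37 (mm9), the build of the files.

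Alternatives were other pseudocounts, other FPKM minimums, other fold thresholds, quantile normalization, a fit with the replicate number as a block, a fit with such a block for each day, a fit of only the compared groups, a fit without the trend, and leaving out each sample in turn. The ChIP-seq tables of the paper were used as gene and peak lists only, and the part of the NPC peak table at hand holds the first 1997 of 12015 peaks. The KEGG and GSEA gene sets were not used here.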

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

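Of the tests below, those on segments of chromosomes 6 and 11, on single samples, on GC content of their genes, on genes past the threshold at day 0, on the genes of Fig. 1e without them, on the feeder markers at day 0, on the depth of single samples and on noise shared by the wild-type values of day 6 were chosen only after the result was seen.

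The genes of chromosomes 6 and 11 were higher in *Pcgf5*-/- than in wild-type cells on both days, which the paper does not report. At day 0 the median log2 fold change was 0.41 for chromosome 6 and 0.48 for chromosome 11, and at day 6 it was 0.37 and 0.38. The medians of the other autosomes and chromosome X stayed between -0.06 and 0.12. Against the wild-type mean of the day, the medians of the 2 chromosomes in the single *Pcgf5*-/- samples lay between 0.35 and 0.50, while a wild-type sample against the other one lay between -0.09 and 0.09. The lowest *Pcgf5*-/- value was 0.351, so the pattern does not rest on one sample. Over genes with a mean FPKM over 5 in all conditions, the ratio to the other autosomes was 1.36 and 1.40 at day 0 and 1.37 and 1.34 at day 6. Of these genes, 97.8% and 97.9% were higher in *Pcgf5*-/- cells at day 0 and 88.6% and 88.5% at day 6. After the trend of each sample on GC content and transcript length was removed, the lowest median was 0.316. An extra copy of both chromosomes in the *Pcgf5*-/- cells was tested as a cause. The test for a whole-chromosome change asked for a median beyond 0.25 on both days, and the largest that held on both was 0.381. A stricter test asked for a median over 0.25 in each of 10 segments per chromosome and day. It was met in 39 of 40 segments, the lowest being 0.244, so the test as set was not met. That value belongs to segment 3 of chromosome 6 at day 0, where 16 of 65 genes were over 5 FPKM, and the segment had 0.32 at day 6. The scale makes the changes of weakly expressed genes smaller, so the shortfall says little about an extra copy. With genes over 5 FPKM, a setting looked at only after the test fell short, the medians of the 40 segments lay between 0.34 and 0.64. An extra copy remains a candidate explanation, which expression values alone do not settle. All *Pcgf5*-/- samples carry the pattern, so it cannot be told apart from the genotype, and an effect of PCGF5 on these chromosomes was not tested.

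The genotype effect differed between the days in 408 genes with a limma adjusted p-value under 0.05 for the interaction, 177 with a higher and 231 with a lower effect at day 6. With separated samples, the largest fall was -2.84 for *Nr2f1* and the largest rise 3.36 for *Ephx2*. Among the 5 largest falls were also -2.57 for *Agtr1a*, -2.57 for *Elavl3* and -2.55 for *Pax3*, and among the 5 largest rises 2.80 for *Otx2*. *Ednrb* and *Pantr1* had -2.52 and -2.51. Of the genes the paper names or shows, *Esrrb* had 2.29, *Nanog* 1.88, *Nes* -1.35, *Pax6* -1.38 and *Tubb3* -1.53, and *Trpm1* had 1.87. Other genes named by the paper had values of similar size without passing 0.05. *Pou5f1*, *Nodal*, *Lefty1*, *Lefty2* and *Cdh2* had 2.06, 1.59, 2.95, 1.85 and -1.75 (limma adjusted p = 0.0645, 0.0666, 0.0769, 0.0903 and 0.0792). *Ephx2* fell at day 0 (-2.38, limma adjusted p = 0.0261) and rose at day 6 (0.98, limma adjusted p = 0.0226), and *Trpm1* fell at day 0 (-2.01) but not at day 6 (-0.14). *Otx2* and *Elavl3* changed by -1.42 and 1.02 at day 0 and by 1.37 and -1.55 at day 6. *Otx2* was not past 0.05 at day 6 (limma adjusted p = 0.0603) but was with the replicate block (0.00678).

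For the changes at day 6, several explanations were tested. GC content and transcript length do not fully account for them, since 88.0% of the genes with an adjusted p-value under 0.05 kept it after the trend was removed. A whole-chromosome change met the looser of the tests above (0.381), but 471 of the 2197 genes past 0.05 lie on chromosomes 6 and 11, and a fit without the genes of these chromosomes gave 1640 genes. The distance between the neurectoderm and mESC genes of Fig. 1e kept 96.5% of its size without them, which shows little, since only 2 of the 19 mESC genes and none of the 20 neurectoderm genes lie there. Dropping as many genes of any kind would have left at least 96.5%. Whether more of these chromosomes would move genes elsewhere was not tested. A few fibroblasts carried over from feeder cells could lower or raise values as well. Their marker list was lower in *Pcgf5*-/- cells at day 6, with a median of -0.61 (19 of 23 genes lower, 1 past 0.05) and a camera adjusted p-value of 0.0109, which met the test. The adjusted p-value was 0.0870 without the genes of chromosomes 6 and 11. At day 0 the same list had a median of 0.44, with 22 of 23 genes higher in *Pcgf5*-/- cells and a camera adjusted p-value of 0.587. This rests on one sample, since the medians of log2(FPKM + 1) at day 0 were 4.20 and 3.56 in wild type and 3.52 and 4.68 in *Pcgf5*-/- replicates 1 and 2. At day 6 they were 2.50 and 2.45 in wild type and 1.91 and 1.70 in *Pcgf5*-/- samples. The feeder test shows that these markers differ and not that feeder cells make the other changes. The test set for depth gave no answer, since 37.8% of the genes past the threshold were in the lowest expressed of 3 equal groups, 29.4% in the middle and 32.8% in the highest. Depth did not separate the genotypes at day 6, with 17774493 and 15948506 aligned fragments in wild type and 16634275 and 13771447 in *Pcgf5*-/- samples. Both samples of one genotype lay beyond both of the other in 571 of the 583 genes 3-fold higher and 316 of the 345 genes 3-fold lower, so a difference in depth is not proposed as their cause. A biological explanation is that *Pcgf5*-/- cells are less far along the course of differentiation. At least 80.8% of the genes 3-fold higher had fallen and of those 3-fold lower had risen in wild type, which met the 80% asked for. With separate wild-type samples for each side the smallest share was 73.8%, so shared noise may account for part of it. None of the tests on feeder content and chromosomes 6 and 11 showed that these make the opposite changes of the neurectoderm and mESC genes. In wild type the feeder medians fell from 4.20 and 3.56 at day 0 to 2.50 and 2.45 at day 6. Those of the neurectoderm genes rose from 1.69 and 1.46 to 5.37 and 5.28. This argues against feeder cells as the cause of the lower neurectoderm genes. At day 0 the feeder medians of single samples lay between 3.52 and 4.68. The mESC genes then had medians of 6.26 and 6.55 in wild type and 6.21 and 6.60 in *Pcgf5*-/- samples. At day 6 in wild type their medians were 4.27 and 2.93, with lower feeder medians. This argues against dilution by feeder cells as the cause of the lower mESC genes in wild type at day 6. Chromosomes 6 and 11 were not ruled out for either list. Part of the changes at day 6 therefore cannot be told apart from feeder content and chromosomes 6 and 11, and the slower course is a hypothesis.

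At day 0, 54.5% of the 44 genes past the threshold lie on chromosomes 6 and 11. In a fit without the genes of these chromosomes 2 genes passed. In the 11917 tested genes with known GC content and transcript length, 96 passed before and 1 after each sample's trend was removed. The day 0 genes therefore depend on the scaling, and their cause may be position or composition as well as genotype.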

How the results depend on the processing

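The alternatives were set before the data were examined, as were the limma fits, the fold rule and the gene lists. The exceptions are the alternative without the genes of chromosomes 6 and 11, chosen after their medians had been seen, and the replicate block within each day, chosen after the other results had been seen. The cause of the changes below was not tested.

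The numbers of genes 3-fold higher and lower at day 0 and higher and lower at day 6, 133, 60, 583 and 345 in this order, depended on the settings of the fold rule. They were 1946, 515, 2041 and 2052 at 1.5-fold, 565, 179, 1082 and 985 at 2-fold, 1057, 710, 1641 and 1247 without an FPKM minimum, 43, 23, 252 and 159 with a mean FPKM over 5 and 25, 18, 192 and 99 with 1 added to the means. After quantile normalization the numbers of day 0 were 75 and 108. Leaving out each sample of the day in turn gave 139 to 371, 40 to 131, 392 to 785 and 374 to 442 genes. More genes differed at day 6 than at day 0 with each of these settings.

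The number of genes past 0.05 by limma at day 0, 44, depended on the fit. It was 6 without an FPKM minimum, 102 with a mean FPKM over 5, 1 with the replicate block, 282 with the replicate block within each day, 2 without the trend, 3 after quantile normalization, 2 without chromosomes 6 and 11, and 0 with only the samples of day 0 in the fit, where 2019 genes had an unadjusted p-value under 0.05. With a change of at least 2-fold asked for as well, 951 genes passed at day 6, 3529 over the course in wild type and 2053 in *Pcgf5*-/- cells. The interaction, with 408 genes, had 251 with a pseudocount of 0.1, 191 with 0.01, 86 without an FPKM minimum and 1167 with the replicate block within each day.

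Neither a replicate block nor a fit without the trend can change a log2 fold change in this balanced design, so a kept direction shows nothing there. The list medians kept their direction and their side of 0.05 under the alternatives with a test, apart from those that follow. That of the PCGF5-bound TGF-β genes, -0.36 (adjusted p-value 0.0429), kept its direction but was -0.38 (adjusted p-value 0.0555) with a mean FPKM over 5, -0.35 (adjusted p-value 0.0636) after quantile normalization, -0.36 (adjusted p-value 0.113) without chromosomes 6 and 11 and -0.36 (adjusted p-value 0.0757) with the replicate block within each day. That of the primed epiblast markers, 0.87 (adjusted p-value 0.331), newly passed 0.05 with the replicate block within each day, at 0.87 (adjusted p-value 0.0425). The mesendoderm median, -0.12, reversed to 0.63 with a mean FPKM over 5. That of feeder markers was -0.58 (adjusted p-value 0.0870) without chromosomes 6 and 11. With a mean FPKM over 5 the two-cell-like list had no value. Leaving out each sample of day 6 in turn, the medians ranged from -1.34 to -1.20 for the neurectoderm genes, 1.32 to 2.38 for the mESC genes, 0.45 to 0.59 for the genes of Fig. 2b, -0.33 to -0.26 for the PCGF5-bound TGF-β genes. For the marker lists the ranges were -1.18 to -0.91 (neural progenitor), -1.12 to -0.57 (neuron), 1.28 to 2.09 (naive pluripotency), 0.36 to 1.37 (primed epiblast), -0.38 to 0.21 (mesendoderm), -1.01 to -0.30 (extraembryonic), -0.76 to -0.49 (feeder fibroblast), -0.97 to -0.27 (two-cell-like), so that the sign of the mesendoderm median depended on the samples.

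The share of upregulated targets past 1.5-fold (98.9%) was 100% without an FPKM minimum, 36.7% at 3-fold and 94.4 to 98.9% with each sample left out. The share of downregulated targets (67.5%) was 52.8% with 1 added, 69.2% without an FPKM minimum, 10.8% at 3-fold, 68.2% after quantile normalization and 63.1 to 72.8% with each sample left out. The shares of bound genes in the top and bottom 25% of expression were 37.5 to 38.4% and 8.92 to 9.15% with each wild-type sample left out.

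For single genes under the alternatives other than leaving out a sample, in 359 cases a gene kept its direction and its side of 0.05, in 28 it was no longer past it and in 10 it newly passed. *Pcgf3* and *Rhoa*, both near 0 at day 6, reversed to -0.031 and -0.11 after quantile normalization. *Dnmt3l*, *Smad7*, *Tgfb1i1* and *Otx2* newly passed 0.05 at day 6 with either replicate block. *Ephx2*, *Trpm1*, *Zfp445*, *Kif15* and *Hist1h3c* at day 0 were no longer past it with one block for both days. With 2 samples per condition and 49.0% of 2-fold changes called in simulated data, a gene that is not past 0.05 can still have changed.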

Differences from the paper's values

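In the main setting, the numbers of genes past 3-fold and the shares of bound genes by expression lie within 1.5 times the paper's values. Some other settings went beyond this, such as the bottom share of 10.9% against 6.5% with only genes over 0 FPKM as background. The single genes compared by name have the sign and size of the paper's log2 values. Over all listed genes, 9 higher and 9 lower at day 0 and 10 higher and 8 lower at day 6 were off by over 0.01. The largest differences were 7.61, 1.29, 2.16 and 1.00 in this order.

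The paper states that PCGF5-dependent genes were enriched for TGF-β networks and names activation of this pathway in Fig. 2. Its evidence for activation also includes raised SMAD2 phosphorylation, qRT-PCR of *Nodal*, *Lefty1* and *Lefty2*, and partial rescue by TGF-β receptor inhibitors. RNA levels of pathway members do not measure phosphorylation, so the values below do not test that evidence. Of the 31 tested PCGF5-bound TGF-β genes, 23 were lower and 8 higher in *Pcgf5*-/- cells at day 6, with a median log2 fold change of -0.36. At day 0 their median was 0.31, with 22 higher and 9 lower. The feeder markers moved in the same directions on both days, and *Col1a1* is on both lists. None of the 10 Reactome sets on TGF-β, BMP, Nodal, Activin or SMAD signaling had an adjusted camera p-value under 0.05 at day 6, and 1 had an unadjusted p-value under 0.05. Reactome sets were chosen after the values of the lists had been seen. The genes of Fig. 2b, which the paper describes as significantly upregulated, were all higher among the 15 tested. Their median was 0.55, with a camera adjusted p-value of 5.5e-05. Singly, 4 of 15 had a limma adjusted p-value under 0.05, *Smad7* passed it with either replicate block only, and *Rhoa* changed by 0.01.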

Other observations

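Of the tests below, that on the course of the PCGF5-bound TGF-β genes, the Reactome sets, the spread of peaks, and each comparison without chromosomes 6 and 11 were chosen only after the result was seen.

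Of the other members of the PCGF family, *Bmi1* (*Pcgf4*) changed by -0.95 at day 6 (limma adjusted p = 0.0156), and *Pcgf1*, *Pcgf2*, *Pcgf3* and *Pcgf6* did not pass 0.05. *Pcgf1* on chromosome 6 and *Pcgf2* on chromosome 11 had 0.37 and 0.44, *Pcgf3* 0.01 and *Pcgf6* 0.26 (limma adjusted p = 0.295, 0.116, 0.990 and 0.271), and *Pcgf3* was -0.031 after quantile normalization. At day 0 *Pcgf2* had 0.93 (limma adjusted p = 0.0622). *Zfp445* and *Kif15*, which were lower at day 0, changed by -1.35 and -0.88 at day 6 (limma adjusted p = 0.00741 and 0.00905). They lie on chromosome 9 within the same stretch, at 122758028 to 122775124 and 122860199 to 122927851.

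Whether the genes near PCGF5 peaks change only because they rise in wild type was tested with random lists matched on wild-type change and expression. The 345 tested genes with a peak within 2500 bp had a median log2 fold change of 0.05 at day 6, with 166 lower, and percentiles of 99.85 and 99.87 among matched lists in the 2 replicates. Over all chromosomes, the fall that was to be explained was thus not seen. Without chromosomes 6 and 11 the median was -0.08, with 145 of 238 genes lower. The percentiles of 79.64 and 35.78 then lay within the range of 95% of the matched lists, so this small fall was no larger than that of other genes with such a course. The ESC-specific H2AK119ub1 peaks were read in part only, 1997 of them and not a random part. Among these, genes with H2AK119ub1 near the transcription start site in ESCs but not in NPCs had a median of -0.42 (149 of 204 lower). Over all chromosomes their course in wild type does not fully account for this, since the higher of the 2 percentiles was 0.760. Without chromosomes 6 and 11 the percentiles were 4.94 and 0.04, so that in replicate 1 the median lay within the range of 95% of the matched lists and the course was not ruled out. For the bound TGF-β genes the higher of the 2 percentiles was 0.0600, and without chromosomes 6 and 11 the percentiles were 0.07 and 1.14, so their course does not fully account for their fall. The test of feeder content (0.0109) did not rule it out for either list. In wild type from day 0 to day 6 the H2AK119ub1 genes rose by a median of 1.16, while the feeder markers changed by -1.20. This argues against feeder cells as the main source of the H2AK119ub1 genes. At day 0, however, the H2AK119ub1 genes, the bound TGF-β genes and the feeder markers were all higher in *Pcgf5*-/- cells, with medians of 0.19, 0.31 and 0.44. The cause is open for the H2AK119ub1 and the bound TGF-β genes.

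The neurectoderm and naive pluripotency lists lay beyond all course-matched lists in both replicates, whereas the neuron markers lay at percentiles 0.0 and 53.08. The feeder markers lay at 0.0 in both. The matching used broad groups of wild-type change, so the most strongly changing genes could be set against genes that changed less. From day 0 to day 6 the neurectoderm genes rose by medians of 3.84 in wild type and 2.14 in *Pcgf5*-/- cells. The percentiles therefore do not show that the neurectoderm and naive pluripotency lists moved more than a slower course would give. The primed epiblast markers rose in wild type, by medians of 1.07 and 2.10 for replicates 1 and 2, yet were higher in *Pcgf5*-/- cells, by 0.38 and 1.18. Course-matched lists had medians of -0.18 and -0.42, and the percentiles were 99.97 and 100. A slower course alone would not give this direction, although the camera test did not pass for this list (limma adjusted p = 0.331).

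The PCGF5 peaks that the paper lists in ESCs were unevenly spread, with 257 of the 652 peaks that have a named gene (39.4%) on chromosome 11. In NPCs the first 1997 of 12015 peaks were read, and 467 of these (23.4%) lie there. That share belongs to the part read only, since it fell along the table, from 271 of the first 400 peaks to 36 of the last 399 that were read. The ESC-specific H2AK119ub1 peaks were also read in part, with 97 of the first 400 on chromosome 6 and 10 of the last 399 that were read. No explanation was tested.

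For the changes at day 6, Reactome sets on mitochondrial translation ranked highest, with a median log2 fold change of 0.26 over 86 genes (limma adjusted p = 7.3e-05, and 0.00197 without chromosomes 6 and 11). This was a description added after the comparisons set at the start, and no explanation was tested.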
